# Gene expression profiling of the human natural killer cell response to Fc receptor activation: unique enhancement in the presence of interleukin-12

**DOI:** 10.1186/s12920-015-0142-9

**Published:** 2015-10-15

**Authors:** Amanda R. Campbell, Kelly Regan, Neela Bhave, Arka Pattanayak, Robin Parihar, Andrew R. Stiff, Prashant Trikha, Steven D. Scoville, Sandya Liyanarachchi, Sri Vidya Kondadasula, Omkar Lele, Ramana Davuluri, Philip R. O. Payne, William E. Carson

**Keywords:** NK cells, CD16, Gene microarray, Interleukin-12, Interferon-gamma

## Abstract

**Background:**

Traditionally, the CD56^dim^CD16^+^ subset of Natural Killer (NK) cells has been thought to mediate cellular cytotoxicity with modest cytokine secretion capacity. However, studies have suggested that this subset may exert a more diverse array of immunological functions. There exists a lack of well-developed functional models to describe the behavior of activated NK cells, and the interactions between signaling pathways that facilitate effector functions are not well understood. In the present study, a combination of genome-wide microarray analyses and systems-level bioinformatics approaches were utilized to elucidate the transcriptional landscape of NK cells activated via interactions with antibody-coated targets in the presence of interleukin-12 (IL-12).

**Methods:**

We conducted differential gene expression analysis of CD56^dim^CD16^+^ NK cells following FcR stimulation in the presence or absence of IL-12. Next, we functionally characterized gene sets according to patterns of gene expression and validated representative genes using RT-PCR. IPA was utilized for biological pathway analysis, and an enriched network of interacting genes was generated using GeneMANIA. Furthermore, PAJEK and the HITS algorithm were employed to identify important genes in the network according to betweeness centrality, hub, and authority node metrics.

**Results:**

Analyses revealed that CD56^dim^CD16^+^ NK cells co-stimulated via the Fc receptor (FcR) and IL-12R led to the expression of a unique set of genes, including genes encoding cytotoxicity receptors, apoptotic proteins, intracellular signaling molecules, and cytokines that may mediate enhanced cytotoxicity and interactions with other immune cells within inflammatory tissues. Network analyses identified a novel set of connected key players, *BATF, IRF4, TBX21*, and *IFNG*, within an integrated network composed of differentially expressed genes in NK cells stimulated by various conditions (immobilized IgG, IL-12, or the combination of IgG and IL-12).

**Conclusions:**

These results are the first to address the global mechanisms by which NK cells mediate their biological functions when encountering antibody-coated targets within inflammatory sites. Moreover, this study has identified a set of high-priority targets for subsequent investigation into strategies to combat cancer by enhancing the anti-tumor activity of CD56^dim^CD16^+^ NK cells.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12920-015-0142-9) contains supplementary material, which is available to authorized users.

## Background

Natural killer (NK) cells are large granular lymphocytes that participate in the innate immune response to virally infected and malignant cells. NK cells possess a diverse repertoire of natural killer cell receptors (NKRs) that allow NK cells to recognize MHC^low^ or MHC^negative^ target cells or non-classical MHC molecules (e.g. MICA/B and ULBP). The physiological functions of NK cells are regulated by a delicate balance of signals transmitted via activating and inhibitory NKRs [1]. NK cells interact with antibody (Ab)-coated target cells via the FcγRIIIa or CD16, an activating, low-affinity receptor for the Fc portion of IgG [2]. Further, our group has demonstrated *in vitro* and *in vivo* that co-stimulation of NK cells with stimulatory cytokines such as interleukin (IL)-12 significantly enhances the immune response to Ab-coated tumor cells [3]. NK cells are uniquely equipped to mediate such Ab-dependent effector functions because they contain abundant cytolytic granules, prominently express cellular adhesion molecules, constitutively express multiple cytokine receptors, and rapidly secrete immune modulatory cytokines following activation. These properties provide NK cells with the ability to directly lyse cellular targets as well as coordinate the developing adaptive immune response.

Human peripheral blood NK cells may be divided into two subsets based on their cell surface density of CD56 and CD16 molecules. The majority of NK cells (approximately 90 %) are phenotypically characterized as CD56^dim^CD16^+^, while the remaining cells are CD56^bright^CD16^neg^ [4]. The CD56^bright^CD16^neg^ NK cell population is thought to be the immediate precursor to the CD56^dim^CD16^+^ subset and plays an important role in regulating immune responses via cytokine-mediated cross-talk with T cells and dendritic cells (DCs) [5–7]. In contrast, the cytotoxic CD56^dim^CD16^+^ NK cell subset expresses higher levels of chemokine receptors, and therefore is preferentially recruited to peripheral sites of inflammation [8]. Within inflammatory environments, encounters between CD56^dim^CD16^+^ NK cells and target cells as well as exposure to locally secreted inflammatory cytokines promotes activation of this subset, leading to dramatically increased cytotoxic activity against target cells and abundant pro-inflammatory cytokine production equivalent to that of the CD56^bright^CD16^neg^ population [9–11]. The early recruitment and activation of CD56^dim^CD16^+^ NK cells to sites of inflammation raises important questions regarding the potential immune functions of these cells that extend beyond their cytotoxic capabilities. Thus, the present study has sought to elucidate the complex genomic profile of activated CD56^dim^CD16^+^ NK cells via a series of laboratory and bioinformatics-based approaches.

The systems-level bioinformatics-based approaches employed in this study build upon the results of our laboratory-based studies, augmented with publicly available data sets and knowledge collections. Specifically, we have applied network-based analysis methods to gene expression data derived from microarray analyses. In such analyses, individual biomolecular entities (e.g., genes, gene products, bio-chemical agents, etc.) belong to a larger system, with specific structural or functional relationships serving to “link” together the entities comprising that system. In these systems, the biomolecular entities may be referred to as “vertices” and the relationships that connect those vertices may be referred to as “edges” [12]. These relationships are identified via canonical information retrieval workflows. Such workflows are designed for inspection of multiple sources of relevant data; including but not limited to biomedical literature, public data sets, and collections of knowledge structured in formalized constructs known as ontologies. A simplified and illustrative example of this type of network-level systems analysis approach is provided in Fig. 1. Once a network construct is generated, it may be used to identify critical vertices that, if targeted in a diagnostic or therapeutic context, have a maximal ability to influence the function of the overall biological system in question. Indeed, it has been described that such network-based approaches may enhance the ability to identify “high yield” targets for diagnostics or therapeutics, thus optimizing the selection and pursuit of actionable and clinically relevant hypotheses [13]. To our knowledge, this is the first network analysis approach used to identify a set of high-priority gene targets based on transcriptome profiling of NK cells under unique stimulation conditions.

**Fig. 1:**
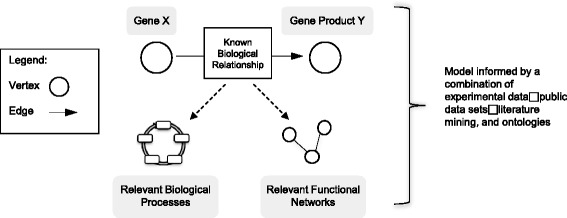
Overview of the network-level systems analysis approach. This type of methodology utilizes a combination of observed data, public data sets, the mining of applicable domain literature, and/or ontologies (e.g., expertly curated collections of domain knowledge represented in a computable format). In this example, vertices (e.g., genes, gene products, and biological structures or functions) are linked together by edges that represent relevant biological relationships

In this study, we present a novel application of a systems biology approach to evaluate the global patterns of gene expression in CD56^dim^CD16^+^ NK cells following FcR stimulation in the presence or absence of the potent immune-stimulatory cytokine, IL-12. Oligonucleotide microarrays and Real-Time PCR were utilized to elucidate expression patterns of various genes in activated NK cells. Bioinformatics-based approaches were employed to build upon our observations and inform future investigation regarding the role of activated CD56^dim^CD16^+^ NK cells. Further, the immunologic and bioinformatics-based analyses of NK cell function in response to clinically relevant co-stimuli presented herein may be useful for the evaluation of experimental immunologic results in future studies. Importantly, the transcriptional profiles described in this manuscript provide insight regarding the potential functions of this NK cell subset during interactions with Ab-coated targets in the context of host defense as well as in the setting of monoclonal antibody therapy for cancer.

## Methods

### Cytokines and antibodies

Recombinant human IL-12 (rhuIL-12) was provided by Genetics Institute, Inc. (Cambridge, MA). Anti-FcγRIIIa antibody 3 g8 was obtained from Medarex Inc. (Annandale, NJ). Polyclonal human IgG (huIgG) was purchased from Sigma-Aldrich Co. (St. Louis, MO).

### Isolation of human NK cells

NK cells were isolated directly from fresh peripheral blood Leukopaks (American Red Cross, Columbus, OH) by 30-min incubation with RossetteSep cocktail (Stem Cell Technologies, Vancouver, BC), followed by ficoll hypaque density gradient centrifugation. NK cells were > 95 % CD56^+^ by FACS analysis. The CD56^dim^CD16^+^ human NK cell population was isolated via FACS sorting (BD FACSAria IIu) of cells stained with CD56-PE (Beckman Coulter, Pasadena, CA) and CD16-FITC, Clone VEP13 (Miltenyi Biotec, Bergisch Gladbach, Germany) antibodies, yielding a population that was > 98 % pure. Human NK cells were cultured in RPMI-1640 medium supplemented with 10 % heat-inactivated pooled human AB serum (HAB) (C-six Diagnostics; Germantown, WI), 100 units/mL of penicillin, 100 μg/mL of streptomycin, and 0.25 μg/mL of amphotericin B (10 % HAB medium).

### *In vitro* co-stimulation assays

For NK cell FcR activation by immobilized IgG, wells of a 96-well flat-bottom plate were coated with 100 μg/mL of polyclonal huIgG in cold PBS overnight at 4 °C. Plates then were washed, and human NK cells were plated at 2 x 10^5^ cells/well with IL-12, as previously described [9]. For NK cell FcR activation by FcγRIIIa clustering, human NK cell FcγRIIIa were cross-linked with F(ab’)_2_ fragments of monoclonal Ab (mAb) 3 g8 and goat F(ab’)_2_ anti-mouse Ig secondary Ab, in the presence of 10 ng/mL huIL-12. For FcR activation by NK cell co-culture with Ab-coated tumor cells, wells of a 96-well flat-bottom culture plate were coated with the HER2-overexpressing cell line SK-BR-3. 5 x 10^4^ tumor cells were grown to confluence overnight at 37 °C. The culture supernatant was aspirated the following day, wells were treated with 100 μg/mL trastuzumab (Herceptin™, an anti-HER2 mAb) for 1 h at 37 °C and then washed twice with warm medium to remove any unbound Ab. Purified NK cells were added at 2 x 10^5^ cells/well in the presence of 10 ng/mL rhuIL-12, as previously described [9]. Control wells contained tumor plus NK cells supplemented with medium alone, trastuzumab alone, or rhuIL-12 alone. Following activation, cell-free culture supernatants were harvested at the indicated time-points and analyzed for levels of human cytokines (IFN-γ, TNF-α, and MIP1-α) by ELISA (Endogen, Inc, Rockford, IL). Statistical analysis of ELISA cytokine levels was performed using the Student’s paired *t*-test, with *p* < 0.05 considered significant.

### Preparation of labeled RNA and microarray hybridization

Total cellular RNA from NK cells obtained from individual donors (*n =* 8) was isolated and subjected to a cleanup protocol with RNeasy mini kits (Qiagen, Valencia, CA), according to the manufacturer’s specifications. The quality of total RNA was assessed using an Agilent Bioanalyzer. First and second strand cDNA was prepared from 8 μg of total RNA, and the cDNA was subjected to *in vitro* transcription in the presence of biotinylated nucleoside triphosphates. The biotinylated cRNA was fragmented to uniform sizes and the integrity of the labeled cRNA was verified by gel electrophoresis. Affymetrix GeneChip expression array U133A was hybridized with each prepared cRNA target in duplicate, according to the manufacturer’s instructions. The raw and processed microarray data is made publicly available in GEO (GSE63038).

### Gene microarray data analysis

The DNA-Chip Analyzer (dChip) software package implementing model-based expression analysis of oligonucleotide arrays was used to obtain gene expression estimates for the samples in the study. The scanned microarray images were normalized using the invariant set scaling method at the probe level, and then model-based gene expression estimates using the Perfect Match (PM) Only Model were obtained using dChip software. When examining the reproducibility of normalized duplicates for each of the eight NK donors, significant correlation was observed between each donor duplicate (average r^2^ > 0.992, not shown).

The study was performed using a “2 x 2 factorial” complete block design with two factors, at two levels, to understand the effect of each single simulation as well as the combined simulation, considering blocking factors as “subjects” [14]. All eight subjects were treated with four treatment combinations; no stimulation (medium), FcR stimulation by immobilized IgG, IL-12 stimulation, and combined stimulation via FcR plus IL-12. An analysis of variance test was performed for the block-treatment model with the assumption that there was no interaction between blocks and treatments for each gene. Then, pairs of treatment combinations were compared by using cell mean comparison contrasts. Since six treatment comparison contrasts were performed for each gene, Bonferroni correction was applied to correct for multiple comparisons. In each comparison, gene expression values were considered to be significantly different between two treatment combinations if the p-value < 0.008, the median of fold changes of eight subjects was greater than 2 and the median of absolute differences in gene intensity of eight subjects was greater than 150. Hierarchical clustering analysis was performed using the heatmap.2 function as part of the “gplots” R package [15, 16].

Three paired comparisons were made between genes regulated in NK cells following each activation condition: 1) FcR activation by immobilized IgG vs. no stimulation (medium), 2) IL-12 vs. medium, and 3) FcR activation in the presence of IL-12 vs. medium. Venn diagrams were constructed by intersecting the set of genes up- or down-regulated by 2-fold or greater in each of the three comparisons. These diagrams were evaluated by Subject Matter Experts (SMEs) to assess the relative importance and/or impact of such up- or down-regulated genes in intersecting sets. Functional annotation (Gene Ontology) was performed for the up-regulated and down-regulated genes in each of the three comparisons using Database for Annotation, Visualization and Integrated Discovery (DAVID) software [17].

### Real-time PCR

The expression values of select genes identified via the microarray experiments were validated by Real-Time PCR. Following RNeasy purification of NK cell lysates from the immobilized IgG assay, 2 μg of total RNA was reverse transcribed and the resulting cDNA was used as a template to measure gene expression by Real-Time PCR using pre-designed primer/probe sets (Assays On Demand; Applied Biosystems, Foster City, CA) according to the manufacturer’s recommendations, as previously described [18]. Human *β*-actin (Applied Biosystems) was used as the internal control in each reaction well. Real-Time PCR data was analyzed using the ABI PRISM^®^ 7900 Sequence Detection System.

### Network driven functional enrichment analysis

#### Generating an integrated network consisting of an enriched set of functionally significant genes 

An integrated network of biomolecular features aggregated from pathway knowledge bases was created to form inductive hypotheses regarding the contribution of each differentially expressed gene in this NK cell activation study [19]. We focused our analysis on three sets of genes that were found to exhibit two-fold or greater differential expression (*p <* 0.008) when NK cells were activated in the presence of only immobilized IgG (FcR stimulus), only IL-12 (IL-12R stimulus), or both IgG and IL-12. The most common biomolecular functions identified amongst the enriched set of genes were then used as filtering criteria to aggregate additional genes with the same or similar cellular, molecular, or biological functionality. This measurement of functional enrichment indicates the proportion of genes demonstrating a specific biological function within a broader collection of genes, and serves as the basis of functional enrichment analysis workflows [20]. The resulting enriched gene sets were used to prioritize genes that are influenced upon by NK-cell activation in the presence of IL-12 and immobilized IgG. The free and open-source gene function prediction service, GeneMANIA [21], was used along with the widely used large-scale network visualization and integration tool, Cytoscape [22] to formulate and visualize the resultant integrated gene network.

#### Using Network-centric Measures to Identify Top Genes Within the Integrated Network

Once the enriched, integrated network was constructed, the next step was to identify genes that may not have been recovered by differential gene expression analysis, but might in fact be biologically interesting by virtue of functional relationships between top genes in the integrated network, regardless of whether they were identified experimentally or via computational methods. One primary criterion used for the identification of the aforementioned genes was a high degree of Betweenness Centrality (BC) relative to the rest of the integrated network [23]. BC is quantified for a particular vertex as the number of shortest paths between pairs of other vertices in the network that pass through this vertex [24]. PAJEK, a software package for manipulation and analysis of large-scale networks, was used to calculate the BC scores [25]. Additionally, the Hyperlink-Induced Topic Search (HITS) algorithm [26] was used to measure two important characteristics of an overall genomic network, including directed linkages, namely: 1) the authority of individual genes, and 2) the hub value of individual genes. A hub vertex is quantified via summing the authority vertices that it is directed to, and an authority vertex is quantified via summing the hub vertices that are directed towards it. The HITS algorithm searches for dense links between sets of highly ranked hubs pointing to sets of highly ranked authorities.

### Discovering the highest represented signaling pathways with the ingenuity pathway analysis toolkit

To complement the purely structural analysis of gene function networks, we subsequently conducted biological pathway analysis. In order to determine the top pathways represented among the genes in the integrated network described previously, the pathway analysis and visualization toolkit, Ingenuity Pathway Analysis (IPA), was used. IPA scores networks in a manner that probabilistically demonstrates that genes in the supplied data set are functionally relevant to their constituent networks. The toolkit identified several pathways that were highly relevant to the supplied gene set. The top two canonical pathways, as reported by IPA, were selected for further inspection.

## Results

### IL-12 enhances NK cell activation in response to immobilized IgG

The aim of this study was to determine the gene expression profile of human CD56^dim^CD16^+^ NK cells following FcR activation in a pro-inflammatory environment, such as that which would occur in the presence of a cytokine like IL-12 (formerly known as NK cell stimulatory factor). Previous studies examining NK cell FcR activation have utilized NK cells cultured with low-dose IL-2 or irradiated feeder cells for maintenance of NK cell viability [27–29]. In order to ensure that the gene expression data in this study were derived from an NK cell population that had been activated through the FcR alone, we utilized an immobilized IgG assay previously established in our laboratory [9]. We have demonstrated that IL-12 signal transduction enhances the NK cell cytokine response to FcR activation *in vitro*, in murine models, and in phase I clinical trials [30–32]. Importantly, previous work also has shown that IL-12 is superior to IL-2, IL-15, IL-18, and IL-21 in triggering cytokine secretion by FcR-stimulated NK cells [33]. We therefore examined NK cell cytokine production in response to immobilized IgG in the presence or absence of IL-12 as a means of confirming the effectiveness of this stimulation strategy. Purified NK cells that were cultured for 72 h in the presence of immobilized IgG and IL-12 produced large amounts of interferon-gamma (IFN-γ), while NK cells stimulated with immobilized IgG alone or IL-12 alone produced only moderate amounts of IFN-γ. This pattern of cytokine production was similar to that produced following NK cell activation by direct FcR cross-linking or by co-culture of NK cells with trastuzumab-coated HER2/neu positive human breast cancer cells (Fig. 2a). While maximal accumulation of IFN-γ, MIP1-α, and TNF-α occurred after 72 h in culture, cytokine production could be detected within 6 h (Fig. 2b-d). Real-Time RT-PCR revealed a 20-fold increase in cytokine transcript within NK cells co-stimulated with immobilized IgG and IL-12 after 8 h in culture, with optimal transcript induction occurring at 12 h (Fig. 2e). These data confirmed that immobilized IgG represents a physiologically-relevant NK cell stimulus and indicated that this model would be adequate for assessment of global gene expression in a primary human CD56^dim^CD16^+^ NK cell population following FcR activation in the presence or absence of IL-12.

**Fig. 2:**
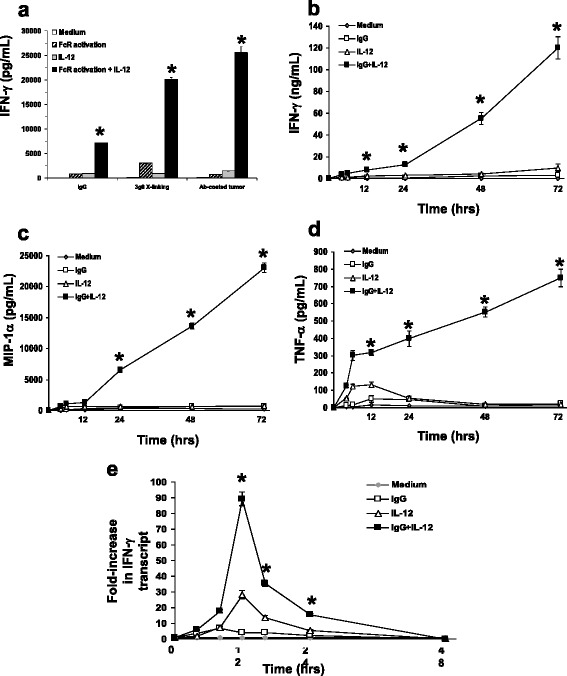
NK cells secrete high levels of immune stimulatory cytokines following FcR activation in the presence of IL-12. **a** Human NK cells were stimulated via their FcR by culture onto wells pre-coated with either huIgG or Ab-coated SK-BR-3 tumor cells, or by direct FcR cross-linking by 3 g8 Ab. IL-12 was added at a concentration of 10 ng/mL. Control wells consisted of NK cells cultured with medium alone (medium), FcR activation alone (via immobilized huIgG, Ab-coated tumor, or 3 g8 cross-linking, as indicated), or IL-12 alone (IL-12). Culture supernatants were harvested after 12 h and analyzed for IFN-γ content by ELISA. In time-course experiments, NK cells were cultured onto immobilized huIgG with IL-12 for varying times (4-72 h) and supernatants were analyzed for (**b**) IFN-γ, (**c**) MIP-1α, and (**d**) TNF-α. The means and SEM are shown with *n =* 3 for each experiment. *p < 0.001 vs. Medium, FcR activation alone, and IL-12 alone. **e** NK cells cultured in the immobilized IgG plus IL-12 condition were harvested at varying times and processed for Real-Time PCR analysis of IFN-γ transcript. Results are given as fold increase in cytokine transcript over baseline (Medium). The means and SEM are shown (*n =* 3). *p < 0.01 vs. Medium, immobilized IgG, and IL-12. Similar results were observed for gene expression of MIP-1α and TNF-α (not shown)

### Microarray analysis of NK cells stimulated via the FcR in the presence of IL-12

In order to begin to investigate the gene expression profiles of human CD56^dim^CD16^+^ NK cells following co-stimulation via engagement of the FcR and IL-12R, CD56^dim^CD16^+^ NK cells derived from eight healthy donors were purified and sorted by flow cytometry, plated separately in the four conditions of the immobilized IgG assay (medium, immobilized IgG, IL-12, or IgG plus IL-12) for 12 h, then harvested for RNA preparation. cRNA samples from each donor were prepared. 

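The cells were CD56dimCD16+ NK cells, the blood NK subset that carries the low-affinity Fc receptor CD16 and kills antibody-coated targets. Immobilized IgG, coated at 100 µg/mL, engages this receptor, and IL-12, given at 10 ng/mL, signals through its own receptor and the JAK-STAT pathway. Cells of each of 8 donors were cultured in all 4 conditions for 12 h, which gives 32 arrays. The deposited values are linear intensities that the authors obtained with dChip, after invariant-set normalization and with the perfect-match model. Each donor and condition has 1 column of values, although each target was hybridised in duplicate. The median intensity per array lay between 283 and 303 in medium, 269 and 306 with IgG, 268 and 306 with IL-12, and 282 and 302 with IgG plus IL-12. The table holds 22283 probe sets, of which 19071 belong to 1 gene, 1043 to several genes and 2169 to no named gene.

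Signs of RNA quality were taken from control probe sets. The log2 difference between the 3′ and 5′ control probe sets of ACTB, the β-actin gene, was 1.01 ± 0.86 (SD, n = 8 donors) in medium, 0.78 ± 0.78 with IgG, 0.84 ± 0.61 with IL-12 and 0.82 ± 0.57 with IgG plus IL-12. For GAPDH, a glycolytic enzyme, it was 1.44 ± 0.73, 1.15 ± 0.62, 1.49 ± 0.60 and 1.27 ± 0.47 (SD, n = 8), in the same order. For each of 22163 probe sets, the log2 intensity was fitted by limma with the condition and the donor as terms, because the methods treat the donors as blocks. A probe set was called up-regulated or down-regulated when its Benjamini-Hochberg adjusted p was under 0.05, the median of the 8 donors' folds exceeded 2 and the median absolute difference in intensity exceeded 150, the fold and intensity limits being those of the methods. The labels carry 2 kinds of array name, taken here as 2 array batches. Each holds all 4 conditions of its donors, so that the donor term also takes up such a batch. The number of arrays limits the precision of each value.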

Gene expression profiling was performed by individually hybridizing the cRNA samples to the Affymetrix GeneChip expression array U133A, which interrogates 14,500 human genes.

A list of differentially expressed genes among the four stimulation conditions was compiled. Initially, four sets of gene expression intensity values were generated for each NK cell donor: resting NK cells (medium), immobilized IgG-stimulated NK cells, IL-12-stimulated NK cells, and IgG plus IL-12 co-stimulated NK cells, and next, bioinformatics analyses were performed to examine the most highly represented structural and functional relationships between differentially genes (Fig. 3a). The gene expression patterns for the four stimulation conditions were organized by a hierarchical clustering algorithm of variable genes that exhibited a 2-fold or greater change in expression. Mean levels were calculated for each gene across all samples. The magnitude of expression of a particular gene relative to the calculated mean expression was reflected by use of color representation. The resultant gene expression profiles are presented in heatmap format with corresponding dendrograms for samples and genes (Fig. 3b). The organization and length of the branches in the dendrogram reflect the similarity in gene expression profiles between each of the NK cell stimulation conditions. The distance between the branch lengths (on the horizontal axis) reflects the comparative difference in gene expression profiles between each sample. Hierarchical clustering across all samples using differentially expressed genes across any of the three comparisons showed that the four main sub-groups were correctly classified into the corresponding four NK cell stimulation conditions with only 3 misclassifications (IL-12 sample 7, IL-12 sample 6 and IgG-IL-12 sample 6). 

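The clustering used the 486 probe sets called in at least 1 of the 3 comparisons with medium, among them the cytokine gene IFNG, the transcription factor MYC and the chemokine receptor gene CXCR2. On log2 intensity, with Euclidean distance and complete linkage, 1 of the 4 clusters held all 8 arrays of IgG and all 8 of IgG plus IL-12. The other 3 clusters held only arrays of medium and IL-12: 4 of IL-12, then 6 of medium with 3 of IL-12, then 2 of medium with 1 of IL-12. Assigning each cluster to a different condition left 14 of 32 arrays outside the cluster of their condition. On linear intensity, where bright genes such as IFNG and GZMB weigh most, 3 arrays were left over, and the clusters held 8 arrays of IgG with 1 of IgG plus IL-12, 7 of IgG plus IL-12, 6 of IL-12, and 8 of medium with 2 of IL-12. Taking out each donor's mean left 2 arrays over, and leaving out 1 donor at a time gave 4 to 13. These probe sets were chosen for their differences between the conditions, so the clustering is a description of them and not a test.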

Importantly, NK cells stimulated via the FcR (in the presence or absence of IL-12) exhibited gene expression patterns that were significantly different from that observed following stimulation with media or IL-12 alone. These initial observations suggested that the gene expression profile of immobilized IgG plus IL-12 stimulated NK cells was distinct from that of single-condition stimulated cells and provided the rationale to further investigate the expression profile of co-stimulated NK cells.

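With IgG alone, 14 of 16 measured NF-κB members and targets rose and 0 fell at an adjusted p under 0.05 from limma (14 and 0 when adjusted over the list alone, adjusted p = 0.031 with an estimated correlation). They include TRAF1, an adaptor of TNF receptors, with a log2 fold change of 1.66 (standard error 0.13, adjusted p = 1.3e-10), and the adhesion molecule ICAM1, with 1.53 (standard error 0.11, adjusted p = 2.4e-11). Of 22 immediate early and calcium-NFAT genes, 21 rose and 0 fell (21 and 0 when adjusted over the list alone, adjusted p = 0.031 with an estimated correlation). NR4A3, a nuclear receptor induced within hours of antigen receptor signals, rose 3.56-fold in the median donor. Receptors of trafficking and adhesion went the other way, with 19 of 26 lower and 2 higher (19 and 2 when adjusted over the list alone, adjusted p = 0.031 with an estimated correlation), among them the selectin ligand SELPLG at a log2 fold change of -1.53 (standard error 0.12, n = 7). The signalling genes next to the receptor itself fell as well, 20 of 25 with 3 higher (20 and 3 when adjusted over the list alone, adjusted p = 0.046 with an estimated correlation), including the kinases LCK at -1.02 (standard error 0.074) and ZAP70 at -0.93 (standard error 0.072).

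With IL-12 alone, 2 of the 16 NF-κB genes rose and 3 fell (2 and 3 when adjusted over the list alone, adjusted p = 0.77 with an estimated correlation). With IL-12 present, adding IgG still gave 117 probe sets at least 2-fold higher and 77 at least 2-fold lower (adjusted p under 0.05 from limma, IgG plus IL-12 against IL-12, n = 8 donors). The rises there include TNFRSF9, the co-stimulatory receptor 4-1BB, at a log2 fold change of 1.91 (standard error 0.18, adjusted p = 2.2e-09), and IRF4, a transcription factor of activated lymphocytes, at 1.89 (standard error 0.12, adjusted p = 5.8e-12). Some markers of other cells moved with IgG too. Of 12 dendritic cell markers, 5 rose and 0 fell (adjusted p = 0.07 with an estimated correlation), CD83 among them, which is also in the NF-κB list. Of 13 granulocyte markers, 5 fell and 1 rose (adjusted p = 0.15 with an estimated correlation).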

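Adding IL-12 to IgG raised 25 probe sets at least 2-fold and lowered 1, with adjusted p under 0.05 from limma (n = 8 donors). LAG3, an inhibitory receptor of activated lymphocytes, rose 6.58-fold in the median donor over IgG alone, a log2 fold change of 2.35 (standard error 0.23, adjusted p = 3.4e-07). IFNG rose 3.05-fold and IL12RB2, the signalling chain of the IL-12 receptor, 2.24-fold. The probe set that was lower belongs to CXCR4, the receptor of the chemokine CXCL12, at a log2 fold change of -1.04 (standard error 0.12, adjusted p = 4.7e-06). Among 24 transcription factors of effector lymphocytes, 12 were higher and 1 lower than with IgG alone (14 and 3 when adjusted over the list alone, adjusted p = 0.046 with an estimated correlation), led by BATF at 1.07 (standard error 0.088). Without a minimum size, 1320 probe sets differed between IgG plus IL-12 and IgG, and 6430 between IgG plus IL-12 and IL-12. In 1 of 8 donors the change with IL-12 was low, a median log2 change of 0.225 over the probe sets higher with IgG plus IL-12 than with IgG, against 1.05 to 1.45 in the other donors. From the clustering of the arrays, the paper proposes that co-stimulated NK cells had an expression profile distinct from that of cells given a single stimulus, and takes this as the reason to study them further.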

**Fig. 3:**
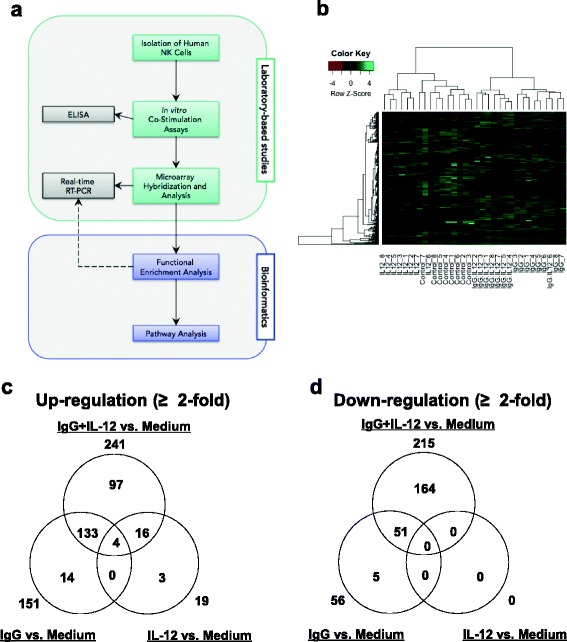
FcR activation in the presence of IL-12 results in differential expression of a unique subset of genes. **a** Human NK cells were isolated from peripheral blood and cultured with immobilized IgG, IL-12, or IgG and IL-12. Following stimulation, culture supernatants were harvested and levels of cytokines were analyzed by ELISA. Genomewide expression profiling was performed for NK cells derived from all 8 samples via microarray, and representative transcript expression levels were validated using Real-time RT-PCR. The bioinformatics portion of this study utilized a set of genes that exhibited the greatest expression level differences as reported by microarray. Functional enrichment analysis generated an integrated network of structural interactions among differentially expressed genes. Canonical pathway interactions were mapped using IPA. Select genes within top enriched GO functional categories were validated using Real-time RT-PCR (dotted line). **b** Hierarchical clustering based on the expression profile of genes that were up- or down-regulated by at least 2-fold across all samples. Each row represents relative hybridization intensities of a particular gene across different samples. Colors reflect the magnitude of relative expression of a particular gene across samples. Brighter green corresponds to higher expression and brighter red corresponds to lower expression. The organization and length of the branches in the resulting dendrogram reflect the similarity in gene expression profiles between each of the samples. The division and length of the branches within the dendrogram reflect the relative similarity in gene expression profiles between each NK cell stimulation condition. The terminal branches that are close spatially in the dendrogram represent the NK cell conditions that have the most similar gene expression patterns. Venn diagrams generated by the intersection of the list of genes (**c**) up-regulated or (**d**) down-regulated by at least 2-fold vs. stimulation with medium alone are shown

In order to confirm the quality of these experimental results, these data were evaluated and correlated with existing gene expression data from the literature. The gene expression levels of bonafide NK cell activation markers were found to be up-regulated upon co-stimulation of NK cells via immobilized IgG and IL-12. For example, as seen in previous reports, gene expression levels of *IFN-γ* and *granzyme B* were found to be up-regulated in response to FcR and IL-12R co-stimulation. [29, 34]

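Most genes of the cytokine and TNF family lists were higher after co-stimulation. Of 24 cytokines and chemokines, 19 rose and 2 fell (19 and 2 when adjusted over the list alone), with a median log2 fold change of 0.87. XCL1, a chemokine that attracts dendritic cells, had an intensity of 6949 ± 2212 (SD, n = 8 donors) in medium and 18969.9 ± 1354 with IgG plus IL-12. Of 20 members of the TNF and TNF receptor superfamilies, 15 rose and 2 fell (15 and 2 when adjusted over the list alone, adjusted p = 0.031 with an estimated correlation). IL2RA, the α chain of the IL-2 receptor and a marker of lymphocyte activation, rose 9.27-fold in the median donor, with a log2 fold change of 3.24 (standard error 0.22, adjusted p = 3.7e-12, n = 7). CD69, an early activation antigen, had a log2 fold change of 0.49 (standard error 0.11, adjusted p = 5.2e-04), under 2-fold. The call of the cytokine list rests on a preset correlation between genes (adjusted p = 0.065 with an estimated correlation).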

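IFNG, the main macrophage-activating cytokine of NK cells, had an intensity of 479 ± 127 (SD, n = 8 donors) in medium and 11602 ± 3396 with IgG plus IL-12, 23.0-fold higher in the median donor. The log2 fold change was 4.58 (standard error 0.22, adjusted p = 1.1e-14) from limma, and all 8 donors were higher. GZMB encodes granzyme B, a protease of cytotoxic granules. Its intensity rose from 6389.9 ± 909 to 15056 ± 2232 (SD, n = 8), 2.38-fold in the median donor and a log2 fold change of 1.23 (standard error 0.085, adjusted p = 2.7e-12). Each stimulus alone raised GZMB by less than 2-fold, IgG to 9059 ± 776 and IL-12 to 11073 ± 2255.

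**Figure D1:**
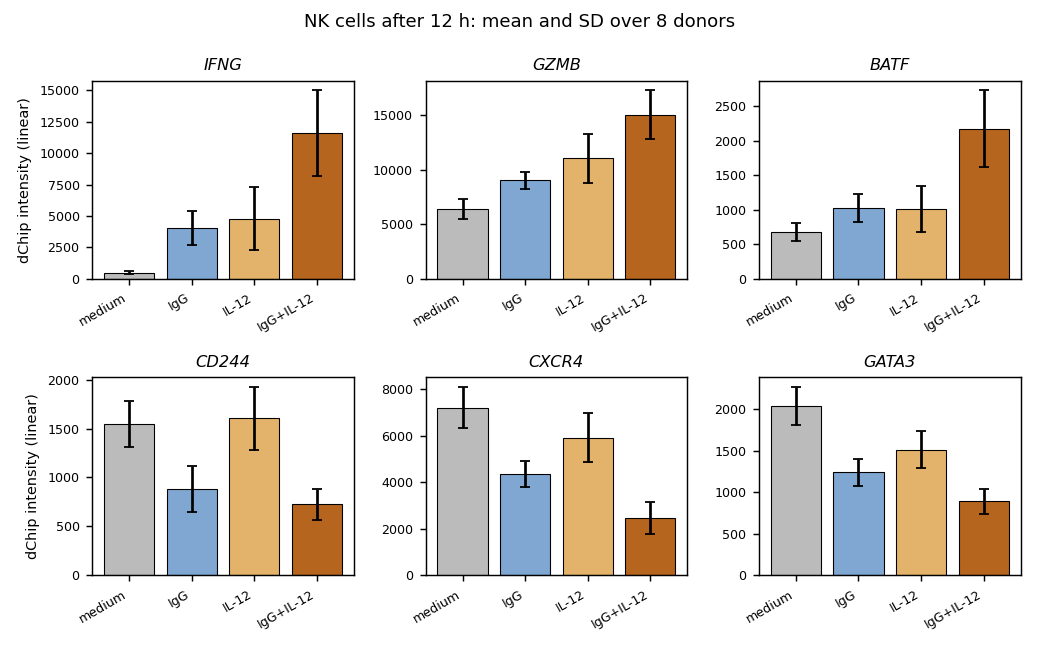
Mean linear dChip intensity (y axis) of 6 genes in the 4 conditions (x axis). Bars are means and error bars SD over 8 donors. IFNG, GZMB and BATF have their highest mean with IgG plus IL-12, and CD244, CXCR4 and GATA3 their lowest.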

. 

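CKS2, a small subunit of cyclin-dependent kinases, had a log2 fold change of 1.21 (standard error 0.087, adjusted p = 5.6e-12) with IgG plus IL-12, and was 2.24-fold higher in the median donor (n = 8). CCND2, which encodes cyclin D2, has 3 probe sets on the array. The brightest was 2.92-fold higher, another 6.46-fold, and the last, at 1.58-fold, was under 2-fold. CXCL10, a chemokine induced by interferon, had its highest mean with IgG alone, at 2871 ± 1248 (SD, n = 8) against 1418 ± 923 in medium, and 2669.8 ± 987 with both stimuli. Its log2 fold change was 1.26 (standard error 0.22, adjusted p = 3.0e-05) with IgG and 1.18 (standard error 0.22, adjusted p = 5.3e-05) with IgG plus IL-12, 1.88-fold in the median donor. IL4R, the IL-4 receptor α chain, was 2.34-fold higher with IgG and 1.91-fold with both stimuli (log2 fold change 1.25 (standard error 0.11, n = 6) and 1.05 (standard error 0.11, n = 7)). Neither CXCL10 (adjusted p = 0.97) nor IL4R (adjusted p = 0.46, n = 6) differed between IgG plus IL-12 and IgG past the threshold. CXCL10 was far higher in 1 of 8 donors, with a log2 fold change of 3.52 against 0.42 to 1.37 in the others.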

Several other genes that were up-regulated upon activation include *CKS2, CCND2, CXCL10*, and *IL-4R* [29, 35]. The NK cell receptors *2B4* and *KLRF1* were down-regulated when NK cells were co-stimulated via immobilized IgG and IL-12, which also is consistent with previously published reports [36, 37]. 

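CD244 encodes 2B4, a receptor of the SLAM family, and KLRF1 encodes the C-type lectin receptor NKp80. CD244 was 2.16-fold lower with IgG plus IL-12 in the median donor, from 1548 ± 238 to 724 ± 156 (SD, n = 8 donors), a log2 fold change of -1.11 (standard error 0.068, adjusted p = 2.9e-13). KLRF1 was 2.30-fold lower, a log2 fold change of -1.22 (standard error 0.091, adjusted p = 1.1e-11). Of 24 NK cell receptor genes, 13 fell and 8 rose (13 and 8 when adjusted over the list alone, adjusted p = 0.28 with an estimated correlation). TYROBP, the adaptor DAP12 of activating receptors, fell, with a log2 fold change of -1.19 (standard error 0.091, n = 7). CRTAM and CD226, receptors of nectin-like ligands, rose, with 1.87 (standard error 0.27) and 1.19 (standard error 0.11).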

(See Additional file 1 for the full list of differentially regulated genes.)

Analysis of gene expression data was initiated by performing the following comparisons: 1) immobilized IgG stimulated NK cells vs. unstimulated NK cells (medium), 2) IL-12 stimulated NK cells vs. medium, and 3) IgG plus IL-12 co-stimulated NK cells vs. medium. Genes that were differentially expressed 2-fold or greater under the stimulation conditions were included in the comparisons. Additional file 1 lists genes and their change in expression calculated from these three comparisons. The total number of genes up- or down-regulated by each stimulation condition were arranged into Venn diagrams in order to globally assess those genes that were modulated across multiple stimulation conditions and those genes that were uniquely up- or down-regulated by a specific stimulus (Fig. 3c-d). 

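IgG alone raised 154 probe sets (118 genes) at least 2-fold and lowered 56 (49 genes), at an adjusted p under 0.05 from limma and over 8 donors. IFNG rose most, 7.62-fold in the median donor, with a log2 fold change of 3.06 (standard error 0.22, adjusted p = 3.0e-11). MYC, a transcription factor of cell growth, rose 4.45-fold, EBI3, a subunit of the cytokines IL-27 and IL-35, 3.80-fold, and NME1, a nucleoside diphosphate kinase, 3.58-fold. Those that fell include CXCR2, a receptor of neutrophil-attracting chemokines, 3.48-fold lower, CLIC3, a chloride channel protein, 3.35-fold lower, and KLF2, a transcription factor of resting lymphocytes, 2.76-fold lower. The change had the same direction in all 8 donors for 141 of the 154 and 50 of the 56. A probe set with a blank value in any donor is not counted there, so the rest need not have discordant donors. Without a minimum size, 2977 probe sets rose and 3437 fell. Of the 2-fold calls, 18 of those that rose and 4 of those that fell were called in neither other comparison with medium.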

The gene expression profile of immobilized IgG-stimulated NK cells revealed that there were 151 genes that were significantly up-regulated by > 2-fold (14 of those genes were up-regulated uniquely by this stimulus), while only 56 genes were down-regulated > 2-fold (5 down-regulated uniquely). 

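IL-12 alone raised 20 probe sets (18 genes) at least 2-fold at an adjusted p under 0.05 from limma (n = 8 donors). Besides IFNG they include LAG3, with a log2 fold change of 1.26 (standard error 0.23, adjusted p = 5.3e-04), SOCS1, a feedback inhibitor of JAK kinases, with 1.22 (standard error 0.16, adjusted p = 2.4e-05), and IL12RB2, with 1.24 (standard error 0.14, adjusted p = 1.7e-06). P2RX5, an ATP-gated ion channel measured in 6 donors, rose 5.53-fold in the median donor. Of the 5 probe sets called with no other stimulus, 1 has no gene of its own. The others belong to FES, a tyrosine kinase, SOCS1, ATP8B4, a phospholipid flippase, and IGHM, the immunoglobulin µ chain. IGHM was barely past the limit, at 2.00-fold, and whether NK cells gave its signal was not tested. No probe set was at least 2-fold lower by limma, nor by the model of the methods on log2 or linear intensity, although 1272 fell by any size and 1173 rose at an adjusted p under 0.05. At an unadjusted p under 0.05 from limma, 5260 probe sets changed in either direction. Of the 20, 11 rose in all 8 donors, a count that leaves out probe sets with a blank value, such as that of P2RX5. The median log2 change over the 20 was 0.115 in 1 of 8 donors and 1.00 to 1.63 in the other 7.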

IL-12 stimulation led to a substantial up-regulation of 19 genes (3 unique to this stimulus) while no genes were significantly down-regulated. *IFNG* (also referred to as IFN-γ) was found to be up-regulated 10-fold, which is consistent with previous reports describing IL-12 mediated NK cell activation [38]. 

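With IL-12 alone, the intensity of IFNG was 4781 ± 2505 (SD, n = 8 donors), 10.1-fold above medium in the median donor, and with IgG alone 4029 ± 1342. The log2 fold change with IL-12 was 3.10 (standard error 0.22, adjusted p = 6.6e-10) from limma. PIM1, a kinase induced by STAT proteins, was 2.97-fold higher (n = 7).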

Finally, 241 genes were up-regulated in response to immobilized IgG plus IL-12 co-stimulation (97 uniquely), and 215 genes were down-regulated (164 uniquely). 

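IgG plus IL-12 raised 244 probe sets (179 genes) at least 2-fold and lowered 215 (174 genes), at an adjusted p under 0.05 from limma (n = 8 donors). After IFNG, the largest log2 fold changes were those of IL2RA, CCND2, MYC with a log2 fold change of 2.53 (standard error 0.18, adjusted p = 3.6e-12), and LAG3, 7.09-fold in the median donor. Those that fell include CXCR2, 4.71-fold lower, DPEP2, a dipeptidase of leukotriene metabolism, 4.61-fold lower, and PIK3IP1, an inhibitor of PI3 kinase, 3.69-fold lower. All 8 donors changed the same way for 222 of the 244 and 191 of the 215, counts that leave out probe sets with a blank value in any donor. Of these probe sets, 97 (79 genes) were called higher and 163 (133 genes) lower with IgG plus IL-12 only.

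Most of the probe sets called only with both stimuli also changed with a single stimulus, by less than 2-fold. At an adjusted p under 0.05 and any size, 91 of the 97 were higher with IgG alone and 77 with IL-12 alone, and 96 with at least 1 of them. All 163 were lower with IgG alone and 127 with IL-12 alone. The median fold of the 97 was 1.81 with IgG, 1.35 with IL-12 and 2.17 with both. For the 163, it was 0.572, 0.796 and 0.448. Against IgG alone, 52 of the 97 were higher (86 when adjusted over the list alone), 7 of them at least 2-fold, and 137 of the 163 were lower (161 when adjusted over the list alone), 1 of them at least 2-fold. Against IL-12 alone, 93 of the 97 and all 163 differed (95 and 163 over the list alone). The lists were chosen on these samples, so the counts over the list alone are not independent evidence.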

Of note, only 4 up-regulated genes overlapped among the three comparison groups, while the majority of up-regulated genes, 133/151 and 16/19, uniquely overlapped between IgG and IgG + IL-12 and IL-12 and IgG + IL-12, respectively. Similarly, the majority of down-regulated genes in the IgG stimulation condition (51/56) was also recovered in the IgG + IL-12 condition. 

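The 4 probe sets raised at least 2-fold in all 3 comparisons with medium belong to IFNG, MYC, IL2RA and DUSP5, a phosphatase of ERK kinases. IL2RA rose 4.11-fold with IgG and 2.24-fold with IL-12, and DUSP5 3.16-fold with IgG, 2.46-fold with IL-12 and 4.74-fold with both (medians of 8 donors, and of 7 for DUSP5 with both). With IgG and with IgG plus IL-12 but not with IL-12, 132 probe sets were higher. With IL-12 and with IgG plus IL-12 but not with IgG, 11 were higher, among them PIM1, COLQ, a collagen that anchors acetylcholinesterase, at 2.44-fold and 3.52-fold, and FRMD4B, a scaffold protein, at 4.39-fold and 5.06-fold.

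The comparisons share the medium arrays. In all, 136 probe sets were higher both with IgG and with IgG plus IL-12, where independent lists of these sizes would share 1.70. In 20 simulated sets of unchanged arrays the lists shared 0. Unchanged arrays give almost no calls at these limits, so a shared count of 0 does not weigh the effect of the shared medium arrays. The splits of the donors bear on that in part. Over 35 splits of the donors, the 2 lists shared a median of 126.5 probe sets with different medium arrays and 142 with the same ones. Lists with different medium arrays also come from different donors, so the gap need not be the effect of the medium arrays alone. The overlap of 126.5 does arise without shared medium arrays. The lists of the split donors held a median of 161.5 and 263 probe sets. For IL-12 and IgG plus IL-12 the overlap was 15 (0.220 for independent lists, 0 simulated, and 10.5 against 12 in the splits), and for IgG and IL-12 it was 4 (0.139, 0, and 3 against 3). Across probe sets, the log2 fold changes with IgG and with IgG plus IL-12 had a covariance of 0.0826 (r = 0.928), against 0.00327 (r = 0.501) for simulated unchanged arrays. For IL-12 and IgG plus IL-12 it was 0.0354 (r = 0.700), against 0.00326 (r = 0.499), and for IgG and IL-12 0.0223 (r = 0.556), against 0.00325 (r = 0.498). The simulated spread was drawn separately for each probe set, so deviations common to a whole array are not in the simulated values. Probe sets are not independent replicates, so no p is given for these correlations.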

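Of the 56 probe sets lower with IgG, 52 were also at least 2-fold lower with IgG plus IL-12. They include MYBL1, a MYB-family transcription factor, which had a log2 fold change with IgG of -1.32 (standard error 0.11), and PRSS23, a serine protease, 2.53-fold lower in the median of 8 donors. PRSS23 also fell with both stimuli, furthest in 1 of 8 donors, whose log2 fold change was -2.17 against -1.77 to -1.44 in the others. Independent lists of these sizes would share 0.543 probe sets. Simulated unchanged arrays with the same medium shared 0, but they have almost no calls to share. Over 35 splits of the donors the median overlap was 53.5 with different medium arrays, and so different donors, and 56.5 with the same ones. The lists of the split donors held a median of 60.5 and 227 probe sets, more than the 56 and 215 of all donors.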

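Whether the effect of both stimuli departs from the product of their single effects was tested by the interaction term of the limma fit, on the log2 scale (n = 8 donors). SEMA4D, a semaphorin of lymphocytes, was above the product. It was 1.64-fold lower with IgG alone, at 1665 ± 285 (SD, n = 8) against 2774 ± 347 in medium, and 2784 ± 722 with both, an interaction of 0.66 (standard error 0.11, adjusted p = 0.013). ZCCHC24, a zinc finger gene, had an interaction of 0.45 (standard error 0.073, adjusted p = 0.013). AKR1C2, an aldo-keto reductase, was below the product at 1 probe set, with 1316 ± 425 with IL-12 and 492 ± 172 with both stimuli. The interaction there was -0.75 (standard error 0.13, adjusted p = 0.022). Another probe set of AKR1C2 did not pass, with -0.70 (standard error 0.16, adjusted p = 0.18). Probe sets of the related genes AKR1C3, with -0.58 (standard error 0.11, adjusted p = 0.0502), and AKR1C1, with -0.66 (standard error 0.13, adjusted p = 0.078), also lay below the product without passing. Whether these probe sets measure the related genes apart was not tested. SEMA4D, ZCCHC24 and AKR1C2 were the only probe sets past an adjusted p of 0.05, and were named after their values were seen. IFNG, with an interaction of -1.59 (standard error 0.31, adjusted p = 0.078), and GZMH, a granzyme, with 1.20 (standard error 0.24, adjusted p = 0.078), did not pass. A gene below the product can still lie above the sum of its single changes. This term does not test that sum, so it does not decide whether a single gene responded more than additively.

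Among the 97 probe sets higher with IgG plus IL-12 only, none passed by limma over all probe sets, 20 had an unadjusted p under 0.05, and 5 passed when adjusted over the list alone. Their median fold of 2.17 with both stimuli compares with 2.42 for the product of the single folds and 2.14 for the sum of the single changes. For 86.6% of the 97, the 95% interval of the departure ended below 1.5-fold above the product, and 79.4% of the intervals include the product. With no departure about 95% of them would, so more of the 97 departed, in either direction, than chance alone gives. The list was chosen on these arrays, so that excess is not independent evidence. Among the 163 lower ones none passed by limma, 13 had an unadjusted p under 0.05, and 1 passed over the list alone. Their median fold was 0.448, against 0.461 for the product and 0.381 for the sum. Over all 22163 probe sets 1421 had an unadjusted p under 0.05, where 1108 are due to chance. The count of interactions depends on the test and on the donors. By the model of the methods at its own unadjusted threshold, 215 probe sets were above and 83 below the product (290 in all by limma at that threshold, where chance gives 177), and without the donor with the lowest response to IL-12 limma called 14 above and 17 below. Without 1 of the other 7 donors, limma called 0 to 5 above and 0 below, and 0 of either for 4 of these donors.

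**Figure D2:**
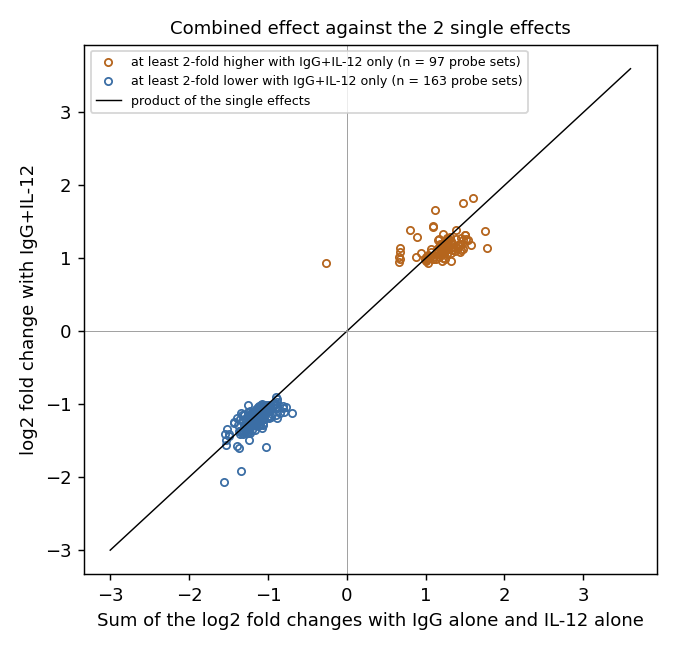
Log2 fold change with IgG plus IL-12 (y axis) against the sum of the log2 fold changes with IgG alone and with IL-12 alone (x axis). Each circle is a probe set called with IgG plus IL-12 only, 97 higher and 163 lower, and the line marks the product of the single effects. Most circles lie near the line, with 28 of the 97 above it and 101 of the 163 below it.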

Taken together, these data suggest that NK cells co-stimulated via the FcR and IL-12R express a genetic profile that is unique, synergistic, and non-additive.

### Gene ontology classification of microarray data

Next, up-regulated and down-regulated genes were categorized based on their functional characteristics from available gene ontology (GO) annotations in public databases (Additional file 2a-b). Additional file 3 contains a complete list of the individual genes within each functional category. Genes that were significantly up-regulated in response to immobilized IgG and the combination of IgG plus IL-12 revealed that the following functional categories were over-represented in this list of genes relative to all annotated genes on the array: response to biotic stimuli, chemotaxis, NK cell mediated cytotoxicity, and promoters of apoptosis. 

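Among the chemokine genes that rose with IgG, CCL1 had a log2 fold change of 1.75 (standard error 0.17) and CXCL11 of 1.69 (standard error 0.25) (n = 8 donors). Of the 24 listed cytokines and chemokines, 17 rose and 2 fell with IgG (18 and 3 when adjusted over the list alone, adjusted p = 0.043 with an estimated correlation), and CCL5, a chemokine stored by resting NK cells, was among the lower ones, at -0.48 (standard error 0.073). Cytotoxic effectors were mixed. Of 17, 5 rose and 6 fell with IgG (5 and 6 when adjusted over the list alone, adjusted p = 0.83 with an estimated correlation), and 10 rose and 5 fell with IgG plus IL-12 (10 and 5 when adjusted over the list alone, adjusted p = 0.36 with an estimated correlation). STX11, a syntaxin of granule release, rose with both stimuli, with 1.42 (standard error 0.13), while the granzymes GZMA and GZMM fell, with -0.69 (standard error 0.089) and -0.79 (standard error 0.13). Promoters of apoptosis also went both ways, and of 26, 7 rose and 10 fell with IgG (7 and 10 when adjusted over the list alone, adjusted p = 0.44 with an estimated correlation) and 9 rose and 11 fell with IgG plus IL-12 (9 and 11 when adjusted over the list alone, adjusted p = 0.43 with an estimated correlation).

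In the paper's supplementary table of categories, all the listed probe sets were called in the stated direction here. With IgG they were 9 of chemotaxis (median log2 fold change 1.60), 8 of NK cell mediated cytotoxicity (1.53), 29 of programmed cell death (1.41) and 39 of response to biotic stimulus (1.59). With IgG plus IL-12 they were 9 of chemotaxis (1.53), 44 of programmed cell death (1.24), 45 of response to biotic stimulus (1.43) and 9 of ribosome biogenesis (1.27). The study chose these members from these samples, so their direction is not independent evidence. Whether a category held more genes than expected was not tested.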

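Some genes of cytokine receptors and STAT feedback rose with IL-12. PIM1 had a log2 fold change of 1.51 (standard error 0.10, adjusted p = 5.3e-10, n = 7), IL6ST, the shared receptor chain gp130, 0.95 (standard error 0.12, adjusted p = 8.4e-06), and IL2RA 1.02 (standard error 0.21, adjusted p = 0.0021) (n = 8 donors). Of 34 genes of JAK-STAT signalling and cytokine receptors, 11 rose and 6 fell with IL-12 (11 and 9 when adjusted over the list alone), and the list did not pass limma's camera test (adjusted p = 0.28 with an estimated correlation). IL7R, the IL-7 receptor, fell, with -0.70 (standard error 0.085). All 10 probe sets that the paper's supplementary table lists in this category were at least 2-fold higher here, with a median log2 fold change of 1.24, and as the study chose them from these samples they are not independent evidence. Over the 20 probe sets that IL-12 raised, 1 of 8 donors had almost no response.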

The only GO term significantly represented by the IL-12 condition was JAK-STAT signaling, which is the predominant cytokine-associated cell-signaling pathway [39]. Similarly, statistical analyses of the genes that were down-regulated showed that the following functional categories were over-represented in IgG plus IL-12 NK cells: cell membrane-linked signal transduction, cell adhesion, response to biotic stimuli, cell cycle control, phosphorylation, and apoptosis.

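Receptors that guide lymphocyte traffic were lower after co-stimulation. Of 26, 18 fell and 1 rose with IgG plus IL-12 (18 and 1 when adjusted over the list alone, adjusted p = 0.031 with an estimated correlation), with a median log2 fold change of -0.54. SELPLG, the ligand of P-selectin, fell, with -1.91 (standard error 0.12, adjusted p = 8.3e-13, n = 7), as did the adhesion receptor ADGRG1, with -1.65 (standard error 0.080) (n = 8 donors). Of 18 genes of quiescence, 14 were lower and 1 higher (15 and 1 when adjusted over the list alone, adjusted p = 0.053 with an estimated correlation). TSC22D3, a glucocorticoid-induced regulator, was 3.85-fold lower (n = 7) and KLF2 3.66-fold lower in the median donor. Of 13 granulocyte markers, 5 were lower and 1 higher (adjusted p = 0.11 with an estimated correlation), CXCR2 being in that list and in the list of trafficking receptors.

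In the paper's supplementary table, every probe set of the categories for lower genes with IgG plus IL-12 was at least 2-fold lower here. They number 12 for cell adhesion (median log2 fold change -1.16), 20 for cell cycle (-1.21), 31 for cell surface receptor linked signal transduction (-1.22), 13 for lipid metabolism (-1.10), 12 for phosphorylation (-1.18), 12 for programmed cell death (-1.16) and 23 for response to biotic stimulus (-1.21). With IgG alone, the 26 probe sets of membrane-linked signal transduction had a median of -1.11. The study chose them from these samples, so they are not independent evidence.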

### Genes uniquely regulated in NK cells following FcR activation in the presence of IL-12

Given that the dual stimulation condition might best represent how NK cells respond upon encountering antibody-coated targets within an inflammatory environment, we subsequently examined those genes that were uniquely regulated by FcR activation in the presence of IL-12. The expression profile of the 97 uniquely up-regulated and 164 uniquely down-regulated genes in co-stimulated NK cells was analyzed by functional annotation of GO terms (DAVID). Functional categories and their constituent genes are depicted in Fig. 4a-e. 

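PYCARD encodes ASC, the adaptor that joins inflammasome sensors to caspase-1, and BNIP3L a mitochondrial protein of cell death and mitophagy. With IgG plus IL-12, PYCARD was 2.17-fold lower in the median of 8 donors, a log2 fold change of -1.17 (standard error 0.077, adjusted p = 1.0e-12). BNIP3L has 2 probe sets that differ in size. The dimmer was 2.13-fold lower, while the brighter was 1.45-fold lower and did not reach 2-fold. STK17A, a kinase of the DAP family, was 2.05-fold lower and CIDEB, a protein of lipid droplets and cell death, 2.00-fold lower. PYCARD (-0.88 (standard error 0.077)), STK17A (-0.77 (standard error 0.063)) and CIDEB (-0.76 (standard error 0.077)) fell with IgG alone as well, by less than 2-fold.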

Within the apoptosis category, genes encoding endogenous pro-apoptotic molecules such as *ASC* (apoptosis-associated speck-like protein containing a CARD), *BNIP3L* (BCL2/adenovirus E1B 19 kDa interacting protein 3-like), *STK17A* (serine/threonine kinase 17a apoptosis inducing) and *CIDEB* (cell death-inducing DFFA-like effector b) were all negatively regulated. This suggests enhanced pro-survival signaling within the co-stimulated NK cells as compared to those cells activated by a single stimulus. Also, consistent with the known cytotoxic capabilities of activated CD56^dim^CD16^+^ NK cells, our analysis revealed several genes encoding secreted or cell-surface cytolytic molecules in the apoptosis grouping that were uniquely up-regulated in co-stimulated NK cells; e.g., *granzyme B, cytochrome c*, and multiple TNF superfamily ligands (Fig. 4a). 

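PYCARD, BNIP3L, STK17A and CIDEB were lower with IgG plus IL-12 than with IgG alone by small amounts that passed the test. The log2 difference was -0.28 (standard error 0.077, adjusted p = 0.022) for PYCARD, -0.43 (standard error 0.086, adjusted p = 0.0019) for the dimmer and -0.28 (standard error 0.065, adjusted p = 0.0078) for the brighter probe set of BNIP3L, -0.28 (standard error 0.063, adjusted p = 0.0065) for STK17A and -0.26 (standard error 0.077, adjusted p = 0.042) for CIDEB, from limma over 8 donors. Of 10 inhibitors of apoptosis, 6 rose and 0 fell with IgG plus IL-12 (6 and 0 when adjusted over the list alone, adjusted p = 0.13 with an estimated correlation), among them BCL2L1, which encodes BCL-xL, with 1.89 (standard error 0.10), and CFLAR, an inhibitor of caspase-8, with 1.08 (standard error 0.081). CFLAR also rose with IgG alone, 1.78-fold in the median donor at its brightest probe set and 2.04-fold at another, which was called.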

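FASLG, the ligand of the death receptor FAS, was 2.03-fold higher with IgG plus IL-12 in the median of 8 donors, a log2 fold change of 1.01 (standard error 0.086, adjusted p = 1.2e-10). CYCS, which encodes cytochrome c, was 2.22-fold higher, with 1.08 (standard error 0.092, adjusted p = 1.3e-10). TNFSF10, the ligand TRAIL, has 3 probe sets, which were 2.29-fold, 2.03-fold and 1.12-fold higher, and the last of these did not reach 2-fold. In that probe set TNFSF10 stood apart in 1 of 8 donors, at a log2 fold change of 0.82 against -0.081 to 0.34. Against IgG alone, the log2 difference was 0.72 (standard error 0.085, adjusted p = 4.2e-06) for GZMB, 0.34 (standard error 0.086, adjusted p = 0.015) for FASLG and 0.33 (standard error 0.092, adjusted p = 0.028) for CYCS. Against medium, IgG alone gave 1.60-fold for FASLG and 1.69-fold for CYCS. BCL2L11, which encodes the pro-apoptotic protein BIM, rose with both stimuli, with 1.22 (standard error 0.084).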

In the cytokines and growth factors category, *CXCR4* (chemokine [C-X-C motif] receptor 4), *IL10RA* (interleukin 10 receptor alpha), *CX3CR1* (chemokine [C-X3-C motif] receptor 1) and *IL11RA* (interleukin 11 receptor alpha) were down-regulated 3–5 fold (Fig. 4b). 

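CXCR4, the receptor of CXCL12, has 3 probe sets, all called lower with IgG plus IL-12. The brightest was 3.01-fold lower in the median of 8 donors, from 7223 ± 889.9 to 2452 ± 686 (SD, n = 8), a log2 fold change of -1.59 (standard error 0.094, adjusted p = 1.7e-13), and the others were 3.58-fold and 4.36-fold lower (7 donors for the first of these). IL10RA, the IL-10 receptor α chain, was 2.42-fold lower, CX3CR1, the fractalkine receptor, 2.25-fold lower and IL11RA, the IL-11 receptor α chain, 2.23-fold lower. All of them were lower than with IgG alone, with a log2 difference of -0.86 (standard error 0.094, adjusted p = 1.4e-06) for the brightest CXCR4 probe set, -0.66 (standard error 0.080, adjusted p = 5.6e-06) for CX3CR1 and -0.43 (standard error 0.078, adjusted p = 8.2e-04) for IL11RA. IgG alone gave -0.73 (standard error 0.094) for CXCR4, -0.46 (standard error 0.080) for CX3CR1 and -0.78 (standard error 0.078) for IL11RA.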

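CD300A is a receptor for phosphatidylserine with inhibitory motifs. It was 2.45-fold lower with IgG plus IL-12 in the median of 8 donors at its brightest probe set, a log2 fold change of -1.33 (standard error 0.080, adjusted p = 2.7e-13), and 2.72-fold lower at another. IgG alone also lowered these receptors, by less than 2-fold, with a log2 fold change of -0.89 (standard error 0.080) for CD300A, -0.84 (standard error 0.068) for CD244 and -0.85 (standard error 0.091) for KLRF1. IL-12 alone gave 0.043 (standard error 0.068, adjusted p = 0.77) for CD244. The further fall from IgG to IgG plus IL-12 was -0.44 (standard error 0.080, adjusted p = 8.4e-04) for CD300A, -0.27 (standard error 0.068, adjusted p = 0.013) for CD244 and -0.37 (standard error 0.091, adjusted p = 0.011) for KLRF1.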

In the same category, three inhibitory NK cell receptors (NKRs): *CD244* (natural killer receptor 2B4), *CD300a*, and *KLRF1* (killer cell lectin-like receptor subfamily F, member 1) were all uniquely down-regulated, confirming the activated state of the stimulated NK cells. 

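IL3, a growth factor of haematopoietic progenitors, was dim in medium, at 85.3 ± 7.13 (SD, n = 8 donors), and 351 ± 229 with IgG plus IL-12, 2.91-fold higher in the median donor. The log2 fold change was 1.82 (standard error 0.20, adjusted p = 1.5e-08). IgG alone also raised IL3, to 289 ± 168, a log2 fold change of 1.56 (standard error 0.20, adjusted p = 4.1e-07) and 2.58-fold in the median donor. It was not called there because its median difference in intensity fell short of 150. IgG plus IL-12 and IgG did not differ past the threshold (0.26 (standard error 0.20, adjusted p = 0.68)), and IL-12 alone gave 0.041 (standard error 0.20, adjusted p = 0.93).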

The cytokine *IL-3* was uniquely up-regulated, which may suggest a unique mechanism by which activated NK cells promote the development and proliferation of other hematopoietic cells. The cell surface signal transduction and cell adhesion molecules *CADM1* (cell adhesion molecule 1), *SPTBN1* (spectrin, beta, non-erythrocytic 1), *ITM2A* (integral membrane protein 2A) and *P2RY10* (purinergic receptor P2Y, G-protein coupled, 10) were uniquely down-regulated, and *CD38* and *RGS16* (regulator of G-protein signaling 16) were uniquely up-regulated (Fig. 4c). 

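SPTBN1 encodes a spectrin of the membrane skeleton. At 1 probe set it was 2.96-fold lower with IgG plus IL-12 in the median of 8 donors, with 5 other probe sets not called. P2RY10, a receptor for lysophospholipids, was 2.29-fold lower. The adhesion molecule CADM1 and the membrane protein ITM2A were called through 1 probe set each, at log2 fold changes of -1.28 (standard error 0.10) and -1.26 (standard error 0.11, n = 7), while their brightest probe sets were 1.23-fold and 1.33-fold lower. The brightest of ITM2A fell furthest in 1 of 8 donors, at -0.97 against -0.44 to -0.056. CD38, an ectoenzyme that consumes NAD, was 2.68-fold higher, a log2 fold change of 1.43 (standard error 0.15, adjusted p = 9.4e-09). RGS16, a regulator of G-protein signalling, rose from 331 ± 90.4 to 1736 ± 379 (SD, n = 8) at 1 probe set, and to 1032 ± 188 with IgG alone, where it was called too. Its other probe set was 2.83-fold higher with both stimuli and 1.94-fold with IgG.

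Compared with IgG alone, the log2 difference was -0.74 (standard error 0.086, adjusted p = 3.7e-06) for SPTBN1, 0.95 (standard error 0.15, adjusted p = 2.1e-04) for CD38 and 0.74 (standard error 0.14, adjusted p = 1.0e-03) for RGS16. P2RY10 did not differ from IgG alone past the threshold (-0.38 (standard error 0.14, adjusted p = 0.13)).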

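CCNG2, a cyclin of resting and arrested cells, was 2.75-fold lower with IgG plus IL-12 in the median of 8 donors, a log2 fold change of -1.40 (standard error 0.097, adjusted p = 2.6e-12). ZFP36L2, which binds AU-rich mRNA and speeds its decay, was 2.72-fold lower, with -1.36 (standard error 0.090, adjusted p = 1.1e-12). SEPTIN6, a cytoskeletal GTPase, was 2.45-fold and 2.51-fold lower at 2 probe sets, and 1.70-fold lower at its brightest, which was not called. Against IgG alone the log2 difference was -0.61 (standard error 0.097, adjusted p = 1.6e-04) for CCNG2 and -0.56 (standard error 0.090, adjusted p = 1.7e-04) for ZFP36L2. IgG alone gave -0.79 (standard error 0.097) for CCNG2 and IL-12 alone -0.56 (standard error 0.097).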

In the category cell cycle and DNA replication, uniquely down-regulated genes included *CCNG2* (cyclin G2), *ZFP36L2* (zinc finger protein 36, C3H type-like 2), *SEPT6* (septin 6). In the same category *CCND2* (cyclin D2), *CKS2* (CDC28 protein kinase regulatory subunit 2) were uniquely up-regulated (Fig. 4d). 

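CCND2 and CKS2 act in the entry and progress of the cell cycle. CCND2 at its brightest probe set had a log2 fold change with IgG alone of 0.11 (standard error 0.12, adjusted p = 0.61), of 0.69 (standard error 0.12, adjusted p = 4.1e-04) with IL-12 alone, and a log2 difference between IgG plus IL-12 and IgG of 1.28 (standard error 0.12, adjusted p = 3.4e-07), from limma over 8 donors. At another probe set CCND2 was also at least 2-fold higher with IL-12 alone, 2.32-fold in the median donor. CKS2 had a log2 fold change of 0.80 (standard error 0.087) with IgG and 0.47 (standard error 0.087) with IL-12, and its log2 difference between IgG plus IL-12 and IgG was 0.41 (standard error 0.087, adjusted p = 0.0032). Of 29 genes of the cell cycle and DNA replication, 9 rose and 5 fell with both stimuli (9 and 5 when adjusted over the list alone, adjusted p = 0.2 with an estimated correlation). CDK4, the kinase partner of D-type cyclins, rose, with 0.82 (standard error 0.052), while the replication helicase genes MCM5 and MCM6 fell, with -0.33 (standard error 0.055) and -0.32 (standard error 0.054).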

Fig. 4e shows the expression profiles of select genes within the transcription and translation category. 

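GATA3, a transcription factor of lymphocyte development, was 2.30-fold lower with IgG plus IL-12 in the median of 8 donors, from 2040.1 ± 227 to 889 ± 151 (SD, n = 8), a log2 fold change of -1.21 (standard error 0.067, adjusted p = 5.7e-14). CITED2, a cofactor of CBP and p300, was 2.22-fold lower, and PBXIP1, the gene of HPIP, 2.70-fold lower. IgG alone gave -0.72 (standard error 0.067) for GATA3, -0.83 (standard error 0.070) for CITED2 and -0.86 (standard error 0.098) for PBXIP1. The log2 difference between IgG plus IL-12 and IgG was -0.49 (standard error 0.067, adjusted p = 2.6e-05) for GATA3, -0.27 (standard error 0.070, adjusted p = 0.017) for CITED2 and -0.48 (standard error 0.098, adjusted p = 0.0022) for PBXIP1. Of the 24 listed transcription factors of effector lymphocytes, 15 rose and 4 fell with both stimuli (15 and 4 when adjusted over the list alone, adjusted p = 0.11 with an estimated correlation). BCL11B, a factor of T and NK cell identity, was among the lower ones, with -1.16 (standard error 0.070).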

The uniquely down-regulated genes included several DNA binding proteins, e.g., *GATA3* (GATA binding protein 3), *CITED2* (Cbp/p300-interacting transactivator, with terminal domain, 2) and *HPIP* (hematopoietic PBX-interacting protein). 

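BATF, an AP-1 factor of effector lymphocytes, had an intensity of 680.1 ± 131 (SD, n = 8 donors) in medium, 1026 ± 197 with IgG, 1008 ± 334 with IL-12 and 2179 ± 553 with both. It differed between IgG plus IL-12 and IgG by a log2 difference of 1.07 (standard error 0.088, adjusted p = 3.5e-08), and from IL-12 alone by 1.14 (standard error 0.088, adjusted p = 8.0e-11). Its interaction term did not pass the threshold (0.55 (standard error 0.12, adjusted p = 0.17)). That term weighs the product of the single effects and not the sum of the single changes. Translation factors rose in most cases. Of 29 initiation and elongation factors, 19 rose and 2 fell (20 and 2 when adjusted over the list alone, adjusted p = 0.11 with an estimated correlation), among them EIF2S1, a subunit of the initiator tRNA complex, with 0.88 (standard error 0.053). EIF1AX was 2.13-fold higher at 1 probe set and 1.65-fold at its brightest, and EIF5A 2.16-fold higher at 1 probe set, measured in 7 donors, and 1.18-fold at its brightest. The annotation used here gives EIF4A1 no probe set of its own.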

The uniquely up-regulated genes included *BATF* (basic leucine zipper transcription factor) and several translation initiation factors (e.g., *EIF1A, EIF4A1,* and *EIF5a*).

**Fig. 4:**
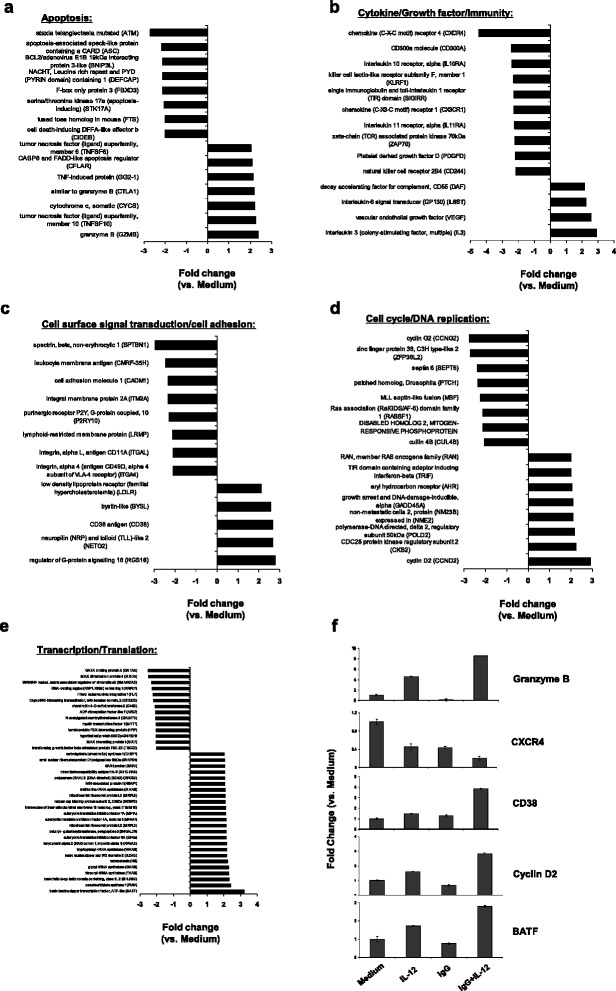
Genes uniquely regulated in NK cells following FcR activation in the presence of IL-12 grouped by function. Gene expression values of genes differentially expressed by at least 2-fold by NK cells stimulated by immobilized IgG plus IL-12 vs. those stimulated by Medium. Bars represent fold change of the mRNA level of a particular gene when comparing the subpopulations. Positive values indicate that the transcript was more abundant in the stimulated cells and negative values indicate that the gene was down-regulated in the stimulated cells. Genes were grouped according to their presumed function (**a**-**e**) based on information available in public databases or in the literature (see Materials and Methods). **f** Validation of microarray gene expression estimates by Real-Time PCR. Shown is fold change in gene expression (vs. no stimulation) within NK cells following FcR activation (IgG), IL-12 stimulation (IL-12), or FcR activation in the presence of IL-12 (IgG plus IL-12). Representative data from a single donor out of three examined is shown for each gene listed on the right

Real-Time PCR verified the predicted changes in expression of representative genes in response to NK cell co-stimulation via immobilized IgG and IL-12 within enriched functional categories (Fig. 4f). Granzyme B may be released in cytoplasmic granules from cytotoxic T cells and NK cells to induce apoptosis of target cells, and RT-PCR confirmed that this gene is up-regulated following co-stimulation of NK cells (Figs. 4a and f). In the cytokine and growth factor category, *CXCR4* down-regulation was also validated by Real-Time PCR (Figs. 4b and f). CXCR4 has been reported to be expressed on NK cells and is involved in the migration of NK cells in response to CXCR4 ligand [40]. In the category cell surface signal transduction, the gene *CD38* was up-regulated approximately 4-fold (Figs. 4c and f). CD38 has been shown to associate with the FcR to activate signal transduction pathways, which includes calcium fluxes, tyrosine phosphorylation of ZAP70 and mitogen-activated protein kinase, and secretion of IFN-γ and GM-CSF [41, 42]. *Cyclin D2*, which belongs to the cell cycle/DNA replication category, was confirmed to be up-regulated 3-fold (Figs. 4d and f). In the category transcription and translation, *BATF* was found to be up-regulated 2.8-fold (Figs. 4e and f). In addition to Real-Time PCR analyses, we further incorporated bioinformatics-based approaches to gain insight regarding the mechanism of NK cell activation following FcR stimulation in the presence or absence of IL-12.

### Leveraging network-centric measures to discover novel genes

It is recognized that significant alterations in individual gene expression may not comprehensively reflect the biological response of NK cells to FcR and IL-12R stimulation. Thus, we constructed a functionally enriched, integrated network connecting the differentially expressed genes identified in this study with other genes in the same or similar functional categories via GeneMANIA in order to: i) elucidate the biological context of gene expression changes of immobilized IgG and IL-12 stimulated NK cells and ii) identify additional key genes that might be involved in NK cell activation. A subset of this network including the most highly connected genes is shown in Additional file 4. Table 1 lists the top twenty genes in the network ranked according to their betweenness centrality (BC) measures. BC is an indicator of the primary “bridges” between functionally segregated clusters within a gene network (see Methods). This specific relative ranking was selected as one of the criteria to analyze the network since gene-to-gene functional linkages were found to be mostly unidirectional. That is, if a gene influenced another gene via a given functional linkage, then the influenced gene would rarely reciprocate along the same functional linkage. The *centrality* of a node reveals its connectivity with other nodes, or genes, in an integrated network. Of note, the IL-21 receptor, *IL21R*, was found to exhibit the highest BC score in the integrated network. This indicates that the IL-21 receptor serves as a critical link between other important genes and relationships within the activated NK cell gene network. Importantly, 6 out of the 20 highly ranked BC genes (*CCR5, CXCR6, IL2RB, IRF1, STAT4* and *TBX21*) were not recovered in our filtering criteria to identify differentially expressed genes in the original microarray experiments and were exclusively identified via mapping functional linkages as described in the Methods section.

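CXCR6, a chemokine receptor of tissue-resident lymphocytes, and STAT4, the signal transducer of the IL-12 receptor, had log2 fold changes with IgG plus IL-12 of 0.037 (standard error 0.068, adjusted p = 0.76) and -0.11 (standard error 0.058, adjusted p = 0.14), from limma over 8 donors. IL2RB, the β chain of the IL-2 and IL-15 receptors, fell by a small amount, with -0.21 (standard error 0.064, adjusted p = 0.0089). IRF1, an interferon-response factor, rose 1.39-fold in the median donor, with 0.45 (standard error 0.076, adjusted p = 1.6e-05). TBX21 encodes T-bet, which drives IFNG transcription. It came closest to 2-fold, at 1.94-fold, and rose from 2081 ± 618 to 3646 ± 854 (SD, n = 8). The log2 fold change of CXCR6 was -0.017 in the array batch of 6 donors alone. Of the 18 measured genes of Table 1, 11 were called at least 2-fold higher, 1 lower and 6 neither, and as the study chose part of this list from these samples it is not independent evidence.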

**Table 1:** List of most highly ranked genes based on Betweenness Centrality (BC) score

Rank	Gene	Betweenness Centrality Score
1	IL21R	0.0921779
2	FASLG	0.0612643
3	IRF4	0.0545417
4	STAT4	0.0455257
5	TNFRSF4	0.0438375
6	IL2RB	0.0244015
7	CCR5	0.0233243
8	P2RX5	0.0203641
9	SLC7A5	0.0195173
10	BATF3	0.0192476
11	TNFRSF9	0.0188821
12	TBX21	0.0176988
13	IFNG	0.0171686
14	IRF1	0.0171325
15	ACAP1	0.0170313
16	CXCR6	0.0149211
17	TRIB1	0.0146721
18	EBI3	0.0141001
19	NFKB2	0.0134729
20	EIF4A1	0.0132968

BC scores were calculated via the PAJEK algorithm (22), and are presented in decreasing order within the integrated network. A higher BC score indicates that a given gene is highly interconnected with other genes and gene products

In order to illustrate a deeper level of network connectivity analysis beyond betweenness centrality, including connection cardinality, we further analyzed genes in the network according to authority and hub metrics. Table 2a classifies the highest ranked genes according to their authority measures (*n =* 9), while Table 2b includes a set of genes ranked according to their hub measures (*n =* 9). Using the HITS algorithm, a node achieves a high authority measure when several important nodes within the integrated network point to it. In this study, a high authority measure indicates a gene that is a suitable indicator of the functional patterns in its neighborhood within the gene network. In contrast, a high hub measure is an indicator of the direct connections a node makes with other nodes in the integrated network. If a node with a high hub measure is removed from the network, the entire network will be disrupted, and previously connected sub-networks will fragment into unconnected gene clusters. In order to obtain numerical scores, authority nodes are quantified via summing the hub nodes that are directed towards them, and hub nodes are quantified via summing the authority nodes that it are directed towards them. *NLRP1* was the highest ranked authority gene, followed by *BIRC3* and *EIF4A1*. In regards to important hub genes, *CASP1* was found to be the most important followed by *FASLG* and *TRAF1*. 

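Of the 9 authority genes of Table 2, 7 have a probe set of their own in the annotation used here, and all 7 were called with IgG plus IL-12 (n = 8 donors), 5 higher and 2 lower. NLRP1, an inflammasome sensor, was 2.12-fold lower in the median donor and PTPRCAP, a protein bound to CD45, 2.47-fold lower. EGR3, a zinc finger factor induced by antigen receptor signals, rose 2.88-fold, and FAS, the receptor of FASLG, 2.15-fold at 1 of its probe sets and 1.61-fold at its brightest, which was not called. The study drew these genes from these samples, so the tally is not independent evidence.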

Of note, all of the authority genes were identified in the original microarray differential expression analyses. Interestingly, nearly 45 % (4 out of 9) hub genes were exclusively recovered via computational means and mapping functional linkages. These four genes include *NFKBIA*, *PTPRC*, *TNFRSF1B* and the top-ranked hub gene, *CASP1*. 

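CASP1, the protease that activates IL-1β and IL-18, fell with IgG plus IL-12, 1.40-fold lower in the median of 7 donors with values, a log2 fold change of -0.51 (standard error 0.067, adjusted p = 4.2e-07, n = 7). NFKBIA, the inhibitor of NF-κB that is itself an NF-κB target, rose 1.60-fold, with 0.74 (standard error 0.074, adjusted p = 2.3e-09). PTPRC, the phosphatase CD45, fell, 1.20-fold lower with -0.28 (standard error 0.064, adjusted p = 8.8e-04). TNFRSF1B, a TNF receptor, rose 1.71-fold. These 4 passed limma's adjusted p without reaching 2-fold. Of the 9 hub genes, 4 were at least 2-fold higher, 1 was lower and 4 were neither.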

Further, no individual gene was identified as a combined highly ranked BC, authority, and hub gene. Only 1 out of the 9 hub and 9 authority genes was found to be common between the two groups: namely *FAS*. Similarly, only *FASLG* was identified as both a hub and BC gene. A slightly higher proportion of authority genes (3/9) were found to be BC genes, and vice versa (3/20 BC genes): *EIF4A1, TNFRSF9*, and *IFNG*.

**Table 2:** List of most highly ranked genes based on Authority or Hub scores

A	
Rank	Authorities
1	NLRP1
2	BIRC3
3	EIF4A1
4	FAS
5	CFLAR
6	TNFRSF9
7	PTPRCAP
8	EGR3
9	IFNG
B	
Rank	Hubs
1	CASP1
2	FASLG
3	TRAF1
4	NFKB1
5	NFKBIA
6	TNFRSF1B
7	FAS
8	IL11RA
9	PTPRC

The HITS algorithm was used to measure two important characteristics of an overall genomic network: the authority of individual genes, which may be interpreted as a surrogate marker for the relative “importance” of those genes to the overall function of the network (Table 2a); and the hub value of individual genes, which is a surrogate marker for the relative “impact” of that gene on the interconnections or relationships between genes that make up that same network (Table 2b). Authority and Hub scores are presented in decreasing order within the integrated network

### Discovering the highest represented pathways

We next used Ingenuity Pathway Analysis (IPA) to illustrate the most common canonical pathways associated with the genes that were differentially expressed (2-fold or greater regulation) in NK cells stimulated by immobilized IgG plus IL-12 as well as those contained in the enriched integrated network for this stimulation condition. The top two IPA pathway networks are shown in Fig. 5. The top two networks were chosen so that the resultant integrated network was not too dense to be visualized as a two-dimensional image. 

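Of the 56 genes in bold in Table 3, 52 have a probe set of their own in the annotation used here, and all 52 were called with IgG plus IL-12 (n = 8 donors), 36 higher and 16 lower. IL15RA, the receptor chain that presents IL-15, rose 3.62-fold in the median donor, a log2 fold change of 1.89 (standard error 0.12, adjusted p = 4.3e-13). MTHFD2, a mitochondrial enzyme of folate metabolism, rose 3.04-fold and TFRC, the transferrin receptor, 2.59-fold. FCGR3B, a near-identical copy of the CD16 gene FCGR3A, was 2.56-fold lower, and ZAP70, the kinase that binds phosphorylated ITAMs, 2.20-fold lower. The chemokines CXCL9 and CXCL11 rose 2.22-fold and 2.34-fold. Both were far higher in 1 of 8 donors, with log2 fold changes of 3.15 for CXCL9 and 4.32 for CXCL11 against highest values of 1.41 and 1.57 in the others. The study chose these genes from these samples, so the tally is not independent evidence.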

Table 3 lists constituent genes of the top two pathways, where the differentially expressed genes identified in the original microarray analysis are highly represented. Future functional studies of the key genes regulating NK cell signaling pathways identified in these analyses may unveil previously unknown drivers of NK cell function in the setting of monoclonal antibody therapy for cancer.

**Fig. 5:**
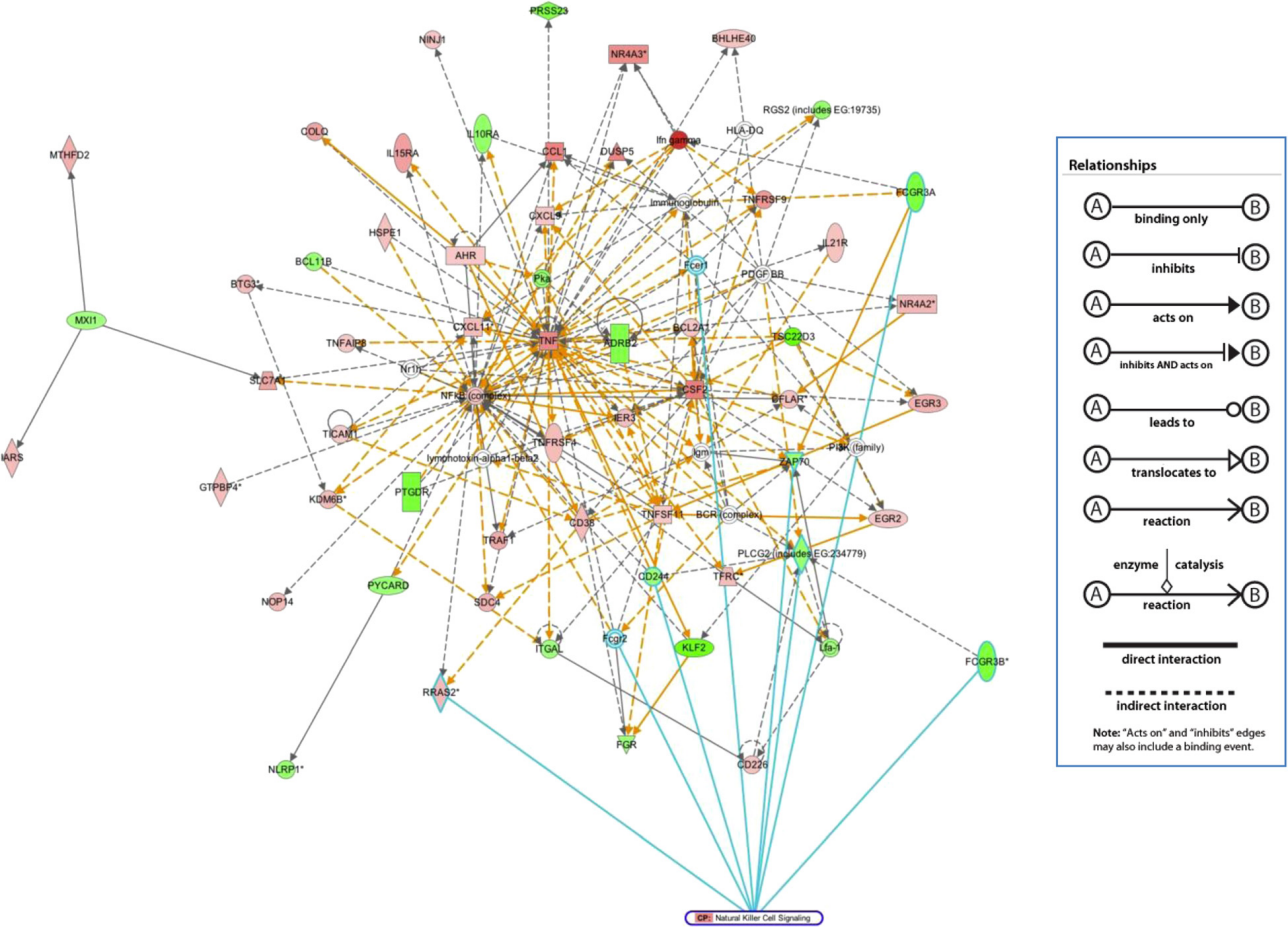
An integrated visualization of the top two networks generated by IPA. The connections between genes in the NK cell signaling pathways have been highlighted using blue edges. Red nodes represent up-regulated genes, and green nodes represent down-regulated genes identified in our differential expression analysis (based on NK cells dual-stimulated via IgG and IL-12). The darker the node color, the more extreme (high or low) the up- or down-regulation of the respective gene. White nodes represent genes that were not originally identified in our microarray analysis but are connected to other genes within the enriched network. Blue nodes represent genes from canonical pathways. Relationship types are outlined in the figure legend

**Table 3:** Top two networks along with their constituent genes and associated canonical scores as calculated by IPA.

ID	Molecules in the Network	IPA Score	Top Functions
1	**ADRB2**, **BCL11B**, **BHLHEA40**, **BTG3**, **CD38**, **COLQ**, **CSF2**, **DUSP5**, **EGR2**, **EGR3**, Fcgr2, **FCGR3A**, **FGR**, HLA-DQ, **HSPE1**, **IARS**, **IER3**, Ifn gamma, **IL21R**, **KDM68**, lymphotoxin-alpha1-beta2, **MTHFD2**, **MXI1**, **NINJ1**, Nr1h, **NR4A2**, **NR4A3**, PDGF BB, Pka, **PRSS23**, **PTGDR**, **RGS2** (**includes EG:19735**), **SDC4**, **SLC7A1**, **TNF**	37	Connective Tissue Disorders, Immunological Disease, Inflammatory Disease
2	**AHR**, **BCL2A1**, BCR (complex), **CCL1**, **CD226**, **CD244**, **CFLAR**, **CXCL9**, **CXCL11**, Fcer1, **FCGR3B**, **GTPBP4**, Igm, **IL10RA**, **IL15RA**, Immunoglobulin, **ITGAL**, **KLF2**, Lfa-1, NFkB (complex), **NLRP1**, **NOP14**, PI3K (family), **PLCG2** (**includes EG:234779**), **PYCARD**, **RRAS2**, **TFRC**, **TICAM1**, **TNFAIP8**, **TNFRSF4**, **TNFRSF9**, **TNFSF11**, **TRAF1**, **TSC22D3**, **ZAP70**	37	Cellular Development, Cellular Growth and Proliferation, Hematological System Development and Function

The gene names in bold text indicate those genes that were included in the original microarray data set for NK cells stimulated via IgG and IL-12. The assertion “top two” indicates that the maximal number of genes from the integrated network belonged to these two pathways according to the IPA analysis tool

Together, results derived from both canonical pathway and topological network analyses provide insight into the diverse, interwoven network of genes involved in NK cell activation. The systems-level observations generated in this study may serve as a basis for identification of important candidate genes to be investigated in future functional studies and subsequently, serve as targets for diagnostic or therapeutic interventions.

## Discussion

The major goal of this study was to gain insight into the function of NK cells upon encounters with Ab-coated targets in the presence of locally secreted cytokines from both an immunological and bioinformatics-based perspective. In the present study, we utilized oligonucleotide microarrays to evaluate the gene expression profile of NK cells following FcR activation in the presence of the powerful pro-inflammatory cytokine, IL-12. We further employed several systems-level analyses, including functional enrichment as well as network centrality and pathway analysis, in order to determine key genes and biological functions influencing the responses of NK cells encountering Ab-coated target cells in an inflammatory environment. The most common biomolecular functions identified amongst the differentially expressed genes were utilized to aggregate additional genes with the same or similar cellular, molecular, or biological functionality into an integrated network. Furthermore, network analysis metrics, including betweenness centrality, authority, and hub measures were employed to rank the relative importance of genes in the overall integrated network. To our knowledge, this is the first application of sophisticated network-level analyses to describe the genetic profile of a clinically relevant population of activated NK cells. We report herein the gene expression profile induced within FcR and cytokine stimulated NK cells and highlight potential key regulators of NK cell activity in inflammatory settings.

Several unique genes in the combined immobilized IgG plus IL-12 stimulation condition exhibited significance in both the microarray data set as well as the enriched gene network generated in the bioinformatics-driven portion of this study. 

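TNFRSF4, the co-stimulatory receptor OX40, was 2.57-fold higher with IgG plus IL-12 in the median of 8 donors, a log2 fold change of 1.37 (standard error 0.12, adjusted p = 3.3e-10), and 2.96-fold higher with IgG alone. IL-12 alone gave 0.16 (standard error 0.12, adjusted p = 0.49), and the log2 difference between IgG plus IL-12 and IgG was -0.17 (standard error 0.12, adjusted p = 0.62). Another probe set of TNFRSF4 was not called. TNFRSF1B had a log2 fold change of 0.85 (standard error 0.074, adjusted p = 8.3e-10, n = 7) with IgG alone, under 2-fold, and -0.024 (standard error 0.071) with IL-12 alone.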

Select members of the Tumor Necrosis Factor Receptor Superfamily (TNFRSF) were found to be significantly up-regulated in the microarray gene expression studies and were identified as key entities in the overall enriched network (*TNFRSF4*: BC Rank 5, *TNFRSF9:* BC Rank 11 and Authority Rank 6, and *TNFRSF1B*: Hub Rank 6). Accordingly, TNF-α induction in immobilized IgG plus IL-12 activated NK cells was confirmed via enzyme-linked immunosorbent assays (ELISA) as well as RT-PCR studies. Moreover, the Basic leucine zipper transcription factor, ATF-like (*BATF*, BC Rank 10) was the most highly up-regulated gene in the Transcription/Translation category of the microarray studies. This gene has been shown to interact with Interferon Regulatory Factor 4 (*IRF4*, BC Rank 3 in the enriched network generated in this study) to promote transcriptional activation in T cells, support development of dendritic cells, and to aid in the immune response against invading pathogens [43, 44]. 

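BATF was 3.21-fold higher with IgG plus IL-12 in the median of 8 donors, a log2 fold change of 1.66 (standard error 0.088, adjusted p = 3.5e-14). The related factor BATF3 was 2.97-fold higher and was called with IgG alone as well, at 2.18-fold. IRF4, a partner of BATF on DNA, was 4.22-fold higher, and IRF8 had a log2 fold change of 1.76 (standard error 0.14).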

The results in this study may indicate a potential role for *BATF* and *IRF4* interactions in the NK cell response to immune-based therapies. Also, recent studies have examined the role of the Aryl Hydrocarbon Receptor (AHR) in NK cell development [45]. It has been suggested that AHR influences the expression of the transcription factor T-Box Protein 21 (TBX21) and has downstream effects on NK cell IFN-γ production. In this study, IFN-γ production was significantly increased in FcR and IL-12R activated NK cells, and this gene exhibited a BC Rank 13 and Authority Rank 9 in the enriched gene network. Moreover, *AHR* expression was up-regulated 2-fold in the microarray data set, and *TBX21* exhibited a BC Rank 12 in the enriched gene network. 

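AHR, the ligand-activated aryl hydrocarbon receptor, was 2.06-fold higher with IgG plus IL-12 in the median donor, from 314 ± 119 to 666 ± 218 (SD, n = 8), a log2 fold change of 1.09 (standard error 0.10, adjusted p = 1.1e-09). IgG alone raised AHR 1.65-fold, and the log2 difference between IgG plus IL-12 and IgG was 0.45 (standard error 0.10, adjusted p = 0.008). TBX21 had a log2 fold change of 0.84 (standard error 0.098, adjusted p = 4.1e-08) with both stimuli, 0.20 (standard error 0.098, adjusted p = 0.15) with IgG and 0.28 (standard error 0.098, adjusted p = 0.067) with IL-12.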

The importance of *AHR*, *TBX21*, and *IFNG* were highlighted in both laboratory- and bioinformatics-based portions of this study, supporting further investigation into their interactions and potential role in the function of activated NK cells. In summary, these findings indicate that genes identified using genome-wide profiling and those that were prioritized via computational functional enrichment and pathway analyses may serve as interesting targets for future studies to better understand the mechanisms underlying NK cell activation.

Interestingly, bioinformatics-based analyses revealed that the *IL21R* exhibited the highest BC score within the activated NK cell gene network, indicating its importance within the genetic framework governing NK cell anti-tumor activity. In the laboratory-based studies, evaluation of *IL21R* expression by Real-Time PCR revealed an intriguing differential regulation that may explain the mechanisms utilized by NK cells upon encounters with Ab-coated targets in different environments. For example, expression of the *IL21R* was significantly enhanced in response to FcR activation alone, but neither enhanced nor inhibited in response to FcR activation in the presence of IL-12. Previous reports have shown that IL-21 enhances CD56^dim^CD16^+^ NK cell cytotoxicity and cytokine production in response to Ab-coated targets [46, 47]. Hence, up-regulation of the *IL21R* upon encounters with Ab-coated targets alone may reflect an endogenous mechanism that allows for rapid enhancement of NK cell activity responsible for further inflammation and recruitment of the adaptive immune response. As a key player within the integrated gene network, additional investigation is essential in order to better understand the complex role of IL-21 and its receptor on NK cell anti-tumor activity.

Further, given that immune cell crosstalk plays a critical role in the anti-tumor immune response, we were interested in the regulation of genes that may facilitate cellular interactions between activated NK cells and other immune cells within the tumor microenvironment. In particular, myeloid-derived suppressor cells (MDSCs) increasingly have been recognized as major players in suppression of the anti-tumor immune response. While several manuscripts have highlighted the importance of interactions between T cells and MDSCs, less is known about the relationship between NK cells and MDSCs [48, 49]. The current study provides several interesting observations suggesting the potential for crosstalk between activated NK cells and MDSCs. Following stimulation of the FcR and IL-12R, NK cell expression of the IL-10 receptor (*IL10RA*) was significantly down-regulated according to the microarray and bioinformatics-based analyses. This is of interest, as several reports have shown that MDSCs produce IL-10, and IL-10 also has been shown to promote NK cell proliferation and cytotoxic activity against tumor cells [50–53]. In addition, dual stimulated NK cells exhibited increased expression of *CSF2* (also known as GM-CSF) and *TNF*. Both of these cytokines have been demonstrated to drive the accumulation and suppressive function of MDSCs in multiple tumor models [54, 55]. 

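IL10RA, the ligand-binding chain of the receptor for the inhibitory cytokine IL-10, had an intensity of 2621 ± 218 (SD, n = 8 donors) in medium and 1159.6 ± 253 with IgG plus IL-12, a log2 fold change of -1.20 (standard error 0.11, adjusted p = 2.5e-10). IgG and IL-12 alone each lowered IL10RA by less than 2-fold, with -0.69 (standard error 0.11) and -0.47 (standard error 0.11), and the log2 difference between IgG plus IL-12 and IgG was -0.52 (standard error 0.11, adjusted p = 0.0025).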

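TNF, a pro-inflammatory cytokine, had an intensity of 442 ± 122 (SD, n = 8 donors) in medium, 1925 ± 712 with IgG, 724 ± 156 with IL-12 and 2243 ± 835 with IgG plus IL-12. The log2 fold change with both stimuli was 2.31 (standard error 0.16, adjusted p = 2.8e-12), 4.79-fold in the median donor. IgG plus IL-12 and IgG alone did not differ past the threshold, with a log2 difference of 0.21 (standard error 0.16, adjusted p = 0.67). The annotation used here gives CSF2 no probe set of its own.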

*TNFRSF9* was shown to be an important player in both the microarray data set and in various bioinformatics-based analyses as well. 

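TNFRSF9 encodes 4-1BB, a co-stimulatory receptor of activated lymphocytes. At its brightest probe set the intensity was 2524 ± 1716 (SD, n = 8 donors) in medium, 7039 ± 1415 with IgG, 2426 ± 1384 with IL-12 and 7686 ± 909 with IgG plus IL-12. The log2 fold change was 1.85 (standard error 0.29, adjusted p = 1.0e-05) with IgG and 2.00 (standard error 0.29, adjusted p = 2.0e-06) with both stimuli, which did not differ from each other past the threshold (adjusted p = 0.95).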

TNFRSF9 associates with 41BB to form CD137, a T cell and NK cell co-stimulatory molecule. Signaling via CD137 has been shown to suppress CD4^+^ T cell activation, stimulate CD8^+^ T cell activity and increase proliferation of CD11b^+^Gr-1^+^ myeloid derived suppressor cells (MDSCs) [56]. Notably, recent studies have demonstrated increased CD137 expression on NK cells following interactions with mAb-coated tumor cells [57]. NK cell anti-tumor activity therefore may be enhanced via combination therapy including a tumor antigen-specific mAb and an agonistic anti-CD137 mAb. In addition, it may be important to examine the impact of anti-CD137 mAb therapy on inhibitory MDSC in future studies. 

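CCL1 encodes a chemokine that attracts cells bearing the receptor CCR8. Its intensity was 159 ± 47.1 (SD, n = 8 donors) in medium, 558 ± 239 with IgG, 217 ± 119.7 with IL-12 and 738 ± 387 with IgG plus IL-12. With both stimuli the log2 fold change was 2.09 (standard error 0.17, adjusted p = 5.6e-11), 4.85-fold in the median donor, and the log2 difference from IgG alone was 0.34 (standard error 0.17, adjusted p = 0.34).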

Lastly, we observed an increase in *CCL1* expression in dual stimulated NK cells. Studies have shown that MDSCs from patients with urothelial and renal cell carcinoma express CCR8 (the CCL1 receptor), and tumor-derived CCL1 promotes the accumulation of MDSCs in both the peripheral blood and tumor tissue [58]. While identifying potential interactions between NK cells and MDSCs was not the primary objective of this study, our observations suggest that further investigation to better understand NK cell and MDSC crosstalk will yield informative results regarding the immune response to monoclonal antibody therapy for cancer.

Network-based approaches have been successfully applied in a variety of immune cell contexts. In a recent study comparing the transcriptional responses of NK cells activated via *P. falciparum* laboratory strain 3D7 and NK cells treated with IL-12 and IL-18, the authors used microarray and networks analysis to identify distinct genes and pathways involved in these responses including TREM1 signaling and protein ubiquitination processes [59]. In another study analyzing gene expression signatures using Ingenuity database information and Bayesian inference in the context of T cell activation, Jagged1 was shown to modulate T cell activation in PBMCs from multiple sclerosis patients [60]. The authors further showed that a Jagged1 agonist ameliorated the disease course in a mouse model of autoimmune encephalomyelitis. Additional applied immunoinformatics frameworks include the statistically powerful weighted gene co-expression network analysis (WGCNA), whereby novel biological modules and pathways may be discovered [61], as well as ontology-based methods to define novel biomarkers and infer biological functions [62].

Our immunological evaluation of activated NK cells could be limited in the current study because only one type of co-stimulation condition, immobilized IgG and IL-12, was examined. Of note, as shown in Fig. 3a, NK cell IFN-γ production was greater in response to co-culture with trastuzumab-coated cells and IL-12 compared to that of immobilized IgG and IL-12 stimulated cells. This finding could indicate that a potentially different stimulatory environment may be encountered by NK cells interacting with Ab-coated tumor cells as compared to those that engage only immobilized IgG. Further, incorporating multiple NK cell stimulation strategies may more effectively represent the complex relationships among other cytokines and NK cell activity. For instance, Smith *et al.* performed a small-scale study of global gene expression changes in NK cells co-stimulated by IL-2, IL-12, and IL-18 compared to unstimulated NK cells [63]. Like our study, the authors found that several effector cytokines, including *IFNG* as well as various TNF family members, were transcriptionally up-regulated in response to co-stimulation. Of the top 150 genes differentially expressed in the Smith *et al.* study, nearly 10 % were sequence-specific DNA-binding transcription factors, which is consistent with the central role of nuclear transcription factor responses in activated NK cells demonstrated in this study. Though our *in vitro* validation of microarray gene expression estimates by Real-Time PCR was somewhat limited in scope, future studies will include additional functional analyses of high-yield gene targets based on this initial genome-wide investigation. Also, utilizing heuristically defined thresholds (>2-fold changes in gene expression) to define significance may have limited our ability to recover genes that were more subtly expressed individually, but in combination with other genes, may represent important regulators of NK cell activation. Further interrogation of co-expression modules and integration of additional canonical knowledge and experimental evidence will advance our current findings. An important resource for future integrative genomics studies is The Immunological Genome Project (ImmGen) database of murine-derived gene expression and regulatory networks of all immune cells [64]. For example, Xue *et al.* conducted transcriptome and network-based analyses of human macrophage activation and subsequently integrated their data with core signatures of dendritic cells and macrophages contained within ImmGen. In doing so, they were able to classify several conserved genes involved in regulation of macrophage activation [65]. A preliminary analysis of ImmGen NK cell whole-genome microarray data sets demonstrated a unique transcriptional relationship between resting NK cells and T cells and may serve as a valuable resource for future studies investigating the global molecular aspects underlying NK cell function [66].

## Conclusions

This study has combined bioinformatics-driven network analyses with immunological laboratory-based studies to identify important genes modulating NK cell function following physiologically relevant activation. By utilizing an integrated approach that brings together multiple network-level analyses, we have created a compendium of important genes and pathways for future study. The results presented herein highlight the involvement of a number of genes simultaneously regulated within NK cells following cytokine and FcR activation and suggest unique mechanisms by which CD56^dim^CD16^+^ NK cells respond to Ab-coated targets under pro-inflammatory conditions. It is our hope that this study may serve as the first step towards a powerful mechanism for evaluating genetic functionality in the context of a multi-dimensional, multi-disciplinary approach to understanding NK cell function.

## Availability of supporting data

The microarray dataset may be accessed via the following Gene Expression Omnibus (GEO) link (accession number GSE63038): http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63038.

## Additional files

Additional file 1:
**Supplemental Table** **1** **provides a full list of differentially expressed (2-fold or greater) genes from the microarray studies and their change in expression calculated from the following comparisons: 1) immobilized IgG stimulated NK cells vs. unstimulated NK cells (medium), 2) IL-12 stimulated NK cells vs. medium, and 3) IgG plus IL-12 co-stimulated NK cells vs. medium.** (XLS 125 kb) Additional file 2:
**2a and 2b are entitled Functional analysis of the genes regulated in NK cells following FcR activation, IL-12 stimulation or the combination reveals distinct functional grouping in each gene list (DAVID).** These figures represent the functional characteristics of up- (2a) or down-regulated (2b) genes from available gene ontology (GO) annotations in public databases. (PPT 159 kb) Additional file 3:
**Supplemental Table** **2** **contains a complete list of the individual genes within each functional category.** (XLS 45 kb) Additional file 4:
** A sub-network among 33 unique genes representing the hub, authority and high BC ranked vertices from the overall integrated network.** (PPT 407 kb)

## Abbreviations

NK: Natural killer
ADCC: Antibody-dependent cell-mediated cytotoxicity
PBMC: Peripheral blood mononuclear cell
mAb: Monoclonal antibody
IgG: Immunoglobulin G antibody
DC: Dendritic cell
MDSC: Myeloid-derived suppressor cell
NKR: NK cell receptor
GO: Gene ontology
IPA: Ingenuity Pathway Analysis
BC: Betweenness Centrality
GSEA: Gene Set Enrichment Analysis

# Supplementary material for: Gene expression profiling of the human natural killer cell response to Fc receptor activation: unique enhancement in the presence of interleukin-12
**Source:** BMC Med Genomics. 2015 Oct 15;8:66. doi: 10.1186/s12920-015-0142-9
**Supplement:** Additional file 2: — 2a and 2b are entitled Functional analysis of the genes regulated in NK cells following FcR activation, IL-12 stimulation or the combination reveals distinct functional grouping in each gene list (DAVID). These figures represent the functional characteristics of up- (2a) or down-regulated (2b) genes from available gene ontology (GO) annotations in public databases.

## Slide 1

a
Up-regulation (≥ 2-fold)
Percent of Genes (%)
Response to biotic stimulus
Apoptosis
Chemotaxis
NK cell mediated cytotoxicity
JAK-STAT signaling
Response to biotic stimulus
Apoptosis
Chemotaxis
NK cell mediated cytotoxicity
b
Down-regulation (≥ 2-fold)
Percent of Genes (%)
Cell membrane-linked signal transduction
Cell membrane-linked signal transduction
Response to biotic stimulus
Cell cycle control
Phosphorylation
Cell adhesion
Apoptosis

How the deposited data were processed for this re-analysis (not part of the article)

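Gene expression was measured in CD56dimCD16+ NK cells of 8 donors, each cultured for 12 h in medium, with immobilized IgG (100 µg/mL), with IL-12 (10 ng/mL) or with both, on 32 columns of HG-U133A array values. The authors obtained the deposited intensity values with dChip, by invariant-set normalization of the probes between arrays and a model of the perfect-match probes, on a linear scale. The version of dChip and the way in which duplicate hybridisations were combined are not given in the sources used here. The conditions and donors were taken from the sample labels and the paper, and the value table holds 0 columns of other samples.

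The table has 22283 probe sets. Left out were 68 control probe sets of the array maker and 52 of XIST, TSIX or Y-linked genes, so that no value tied to a donor's sex enters a result, and 22163 were tested. Gene names come from the platform annotation, with symbols updated through gene numbers. Of the probe sets, 19071 have 1 gene, 1043 have several and 2169 have none, and only those with 1 gene are named, 19034 of those tested, for 11939 genes. The table has 1429 blank cells (451 in medium, 419 with IgG, 279 with IL-12 and 280 with IgG plus IL-12), which were left blank, so 1164 probe sets were tested on fewer values. A total of 192 values below an intensity of 1 were raised to 1 before taking log2. No background correction or normalization was added. Correlations between arrays lay between 0.906 and 0.993, and 0 pairs of arrays were identical.

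Each probe set's log2 intensity was fitted by limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with terms for condition and donor over all 32 arrays, which share the estimate of the spread. The methods of the paper describe a block design with the subjects as blocks. The comparisons were each stimulus against medium, both stimuli against each single stimulus, and the interaction of IgG and IL-12. P-values were adjusted by the Benjamini-Hochberg method over all probe sets tested, and every adjusted p beside a gene is limma's. A call needed an adjusted p under 0.05, a median of the donors' folds over 2 and a median absolute intensity difference over 150, and the interaction an adjusted p under 0.05 at any size. The methods instead take a contrast p under 0.008, set for 6 comparisons per gene by the Bonferroni correction and not adjusted across probe sets. The largest unadjusted p among the 2-fold calls here was 8.6e-06 with IgG, 5.1e-05 with IL-12 and 1.7e-05 with both. Folds are medians over donors of the ratio of linear intensities, and log2 fold changes are fitted means, so the 2 can differ.

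The same number marks the same donor in all 4 conditions, as the labels and the paper give it. Deviations of arrays from their condition means correlated at a median of 0.62 (0.11 to 0.85) over 48 pairs of arrays of the same donor and at -0.10 for different donors, and 29 of 32 arrays were closest to an array of their own donor. The array batches, 2 in number, were read from the 2 kinds of array name in the labels. No source used here states them, and each donor's arrays lie in 1 of them.

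Gene sets were 44 lists: 31 of pathways and functions, 8 of markers of other cell types and 5 copied from the paper. Set tests used the highest-mean probe set of each gene and limma's camera with a preset correlation of 0.01 between genes, with an estimated correlation and with fry, and 715 blank values were filled in by the fitted model for these tests only. At the preset correlation, 25 of the 31 lists of pathways and functions passed an adjusted p of 0.05 with IgG, 20 with IL-12 and 26 with both. With an estimated correlation the calls that hold with both stimuli were those of the TNF and TNF receptor superfamily, trafficking and adhesion receptors, ribosome biogenesis, and amino acid transport and serine and one-carbon metabolism, with 12 lists holding with IgG and 8 with IL-12. The clustering used R's hclust and cutree.

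Genes named in the text are those that the paper's results, discussion, Fig. 4 and Tables 1 to 3 name, with the probe set of the highest mean first, the 10 largest rises and 10 largest falls per comparison among calls that changed the same way in all 8 donors, and up to 4 members of each list as examples. The paper's folds for its genes, in its text and supplement, had been seen before this rule was written. The comparisons, most tests, thresholds, gene lists, naming rule and most alternatives were set before the data were examined. Array weights and a limma test of the interaction on linear intensity were added afterwards. So were the tests on the donor with the low IL-12 response, namely of exchanged labels, of poor arrays and of the spread that this donor adds.

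The steps were tested on 5 simulated data sets with the real means, spread and blocks of 22163 probe sets. Over the 5 sets together, 250 changes were made at each fold. At 1.5-fold, 97.2% of the changes between IgG plus IL-12 and medium were recovered, and 100% at 2-fold. For the interaction 86.4% were recovered at 1.5-fold and 98.8% at 2-fold. Of 1041 and 1016 calls, 48 and 54 were false. Recovery was scored by the adjusted p alone, without the limits on fold and intensity. So many planted changes ease the adjusted threshold. The recovery therefore does not carry over to the interaction in the real data, where few probe sets passed. The alternatives covered the donor block, normalization, an offset before log2, a filter on dim probe sets, the model of the methods, the size limits, the choice of probe set, the array batches and each donor left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3. The RT-PCR and ELISA measurements and the network analyses of the paper were not analysed here. The number of arrays limits the precision, and values near background are compressed, so folds of dim genes are the least certain.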

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

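The tests of exchanged labels, of poor arrays and of the spread that 1 donor adds were chosen after the results they weigh were seen. The other tests were set before. In the 112 groups of 8 donors examined for a donor far from the others, chance alone gives about 1 in 20, and 7 of 104 genes had such a donor.

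In 1 of 8 donors the genes raised by IL-12 hardly moved. The median log2 change of that donor over the probe sets raised by IL-12 was 0.115, against 1.00 to 1.63 in the other donors, and over those higher with IgG plus IL-12 than with IgG it was 0.225, against 1.05 to 1.45. An exchange of the labels with and without IL-12 would turn this response negative, and the lower of the donor's 2 values is 0.115. Poor arrays or RNA would also weaken the response to IgG, but the donor's median change over the probe sets lowered by IgG was -1.37, a larger fall than the -1.32 to -0.70 of the others, which argues against a general loss of signal. Over those raised by IgG it was 1.07, below the 1.09 to 1.80 of the others, so the 2 lists point opposite ways. What stays open, untested, is whether no active IL-12 reached these 2 cultures or whether the donor's cells responded less, which these arrays cannot separate.

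Few probe sets depart from the product of the single effects, 2 above and 1 below at an adjusted p under 0.05 from limma. SEMA4D was above, with an effect of IgG that was 0.66 higher on the log2 scale with IL-12 than without, and so was ZCCHC24, at 0.45, while AKR1C2 was below, at -0.75. These stood out because the effect of IgG differed with and without IL-12. Among the probe sets called higher with both stimuli only, 86.6% of the 95% intervals ended below 1.5-fold above the product. A larger rise above the product is thus unlikely for most of those. The intervals do not settle whether low precision keeps the count low elsewhere. IFNG (-1.59) and GZMH (1.20) had larger departures and did not pass, each at an adjusted p of 0.078 from limma. The spread added by the donor with the low IL-12 response is a candidate explanation for part of the low count, since 31 probe sets passed without that donor and at most 5 without any other. The calls also rest on other donors, as 0 passed without 1 of 4 of them.

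The outlying donor values of single genes are log2 fold changes with IgG plus IL-12. The interferon-induced chemokines stood out upwards, CXCL10 at 3.52 (0.42 to 1.37 in the other donors), CXCL9 at 3.15 (0.35 to 1.41) and CXCL11 at 4.32 (0.62 to 1.57). The TNF superfamily ligands TNFSF11 and TNFSF10 stood at 0.62 (0.026 to 0.28) and 0.82 (-0.081 to 0.34). These values are of their brightest probe sets, which were not called, while each gene was called higher with both stimuli at another probe set. ITM2A stood at -0.97 (-0.44 to -0.056) and PRSS23 at -2.17 (-1.77 to -1.44).

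A signal also appeared in gene groups that the main text of the paper does not discuss. The median log2 fold change with IgG plus IL-12 was 0.90 over the ribosome biogenesis list, of which the paper's supplement has a category, and 0.56 over the list of amino acid transport and serine and one-carbon metabolism.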

How the results depend on the processing

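Array weights and the limma test of the interaction on linear intensity were added after seeing the data, and the other settings were planned. In 19 of the 22 planned settings, the log2 fold changes of 138 named genes were recomputed, 204 in number, of which the filter on dim probe sets kept 191. Apart from CXCR6 and IL3, no direction changed. CXCR6 with IgG plus IL-12 was -0.017 in array batch 2 alone and -0.020 to 0.092 without 1 donor, and IL3 with IL-12 was -0.026 in array batch 2 alone, neither of them past the test. Array weights, an intensity trend and an offset left all 204 on the same side of the threshold, array batch 1 alone left 188 and array batch 2 alone 193, where fewer arrays were tested.

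Without the donor block (no pairing), the interaction gave 0 probe sets above and 0 below the product. Of the 2-fold calls, 204 of 210 with IgG, 19 of 20 with IL-12, 454 of 459 with both, 23 of 26 for both against IgG and 192 of 194 for both against IL-12 were shared, none in the opposite direction. Of the named values, 192 kept their side of the threshold and 12 lost it. The unblocked fit moved no other count by over 1.5 times.

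The interaction was the least stable count (2 above and 1 below). Quantile normalization gave 3 below, median centring 0 above, an offset of 50 gave 2 below, and the filter on dim probe sets 4 below. An intensity trend gave 4 above and 4 below, and array weights, from 0.429 to 2.23, gave 9 and 6. The model of the methods, with its unadjusted threshold, gave 215 and 83 on log2 intensity. On linear intensity the departure is from the sum of the single changes and not from the product, so those counts answer another question. There the model of the methods gave 227 above and 66 below the sum, and limma with adjusted p gave 1 and 0. Array batch 1 alone gave 0 and 0, as did array batch 2 alone. Leaving out 1 donor gave 0 to 14 above and 0 to 17 below, the highest without the donor with the low IL-12 response, and 0 and 0 for 4 of the other donors.

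Other counts moved as follows. With an offset of 50, which shrinks folds of dim genes by construction, 37 probe sets were lower with IgG, 10 higher with IL-12, 0 lower with both than with IgG, and 2 higher in all 3 comparisons. The 1 probe set lower with both than with IgG became 2 under median centring, without a minimum difference in intensity, with the mean log2 fold and in array batch 1, 0 in array batch 2, and 0 to 3 without 1 donor. With 1 probe set per gene, fewer probe sets were tested, and 98 were higher with IgG, 153 with both, 16 higher and 0 lower for both against IgG, 73 higher for both against IL-12, and 61 higher with both only. Array batch 1, of 2 donors, gave 36 higher with IL-12, 132 lower for both against IL-12, 269 lower with both only and 10 higher in all 3 comparisons. The 4 probe sets lower with IgG only became 2 with an offset, 2 with the mean log2 fold and 2 to 4 without 1 donor.

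Clustering left 14 arrays outside the cluster of their condition, 3 on linear intensity, 5 on z-scores, 2 with each donor's mean taken out (replicate block) and 4 to 13 without 1 donor. Of the 31 lists of pathways and functions, 25 passed camera with a preset correlation with IgG, 20 with IL-12 and 26 with both, and 12, 8 and 4 with an estimated correlation. Where no construction is named, the cause was not tested. The number of arrays and the signal over background of dim probe sets limit what can be called.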

Differences from the paper's values

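The paper reports 3 arrays outside the cluster of their condition, and 14 were found here, by complete linkage on log2 intensity. The methods name the heatmap.2 function of the R package gplots, and the text names no distance, linkage or scale. Of the alternatives set before the data were examined, linear intensity (3), each donor's mean taken out (2), and leaving out either of 2 donors (4 and 4) gave values within 1.5 times of the paper's, and average linkage (16), correlation distance (15), z-scores (5), all bright probe sets (14), quantile normalization (14) and leaving out any of the other 6 donors (7 to 13) did not.

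The paper counts 3 genes up-regulated by IL-12 only, and 5 probe sets were found here at the same fold and intensity limits with an adjusted p in place of the paper's unadjusted threshold. Of the same alternatives, the filter on dim probe sets (2), 1 probe set per gene (3), array batch 2 alone (4) and leaving out any of 3 donors (2, 3 and 4) lie within 1.5 times of the paper's. No donor block (5), quantile normalization (6), median centring (5), an offset (1), the model of the methods on log2 (5) and linear intensity (5), an intensity trend (5), no minimum difference (5), the mean log2 fold (1), array batch 1 alone (9) and leaving out any of the other 5 donors (5 to 9) do not. The other counts lie within 1.5 times of the paper's, which gives 151 higher and 56 lower with IgG, 19 higher with IL-12, and 241 higher and 215 lower with both, against 154, 56, 20, 244 and 215 here.

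The paper's text puts the falls of CXCR4, IL10RA, CX3CR1 and IL11RA in a range whose lower end lies above the values here for all but CXCR4. IL10RA was 2.42-fold, CX3CR1 2.25-fold and IL11RA 2.23-fold lower, while the probe sets of CXCR4, at 3.01-fold, 3.58-fold and 4.36-fold lower, lie within it. The paper's supplement gives 2.43, 2.26 and 2.23 for IL10RA, CX3CR1 and IL11RA, so the difference lies between the paper's text and its supplement. The paper lists CXCL10 and IL4R among genes higher upon activation. With both stimuli they rose 1.88-fold and 1.91-fold, past the test and under 2-fold, and with IgG alone 2.17-fold and 2.34-fold. The supplement also lists both with IgG and not with both stimuli. The paper states that RGS16 and CCND2 were up-regulated uniquely by co-stimulation. At 1 probe set each, RGS16 was also 3.27-fold higher with IgG and CCND2 2.32-fold higher with IL-12, while the other called probe sets, at 2.83-fold and 2.92-fold, were called with both stimuli only. The supplement, too, lists RGS16 with IgG and CCND2 with IL-12. The paper counts TNFRSF1B among the receptors up-regulated on the arrays, and here it rose 1.71-fold with both stimuli, past the test and under 2-fold. The paper's results, too, count TNFRSF1B among the 4 hub genes found by computation only, and its supplement does not list it, so the difference lies within the paper. In the paper's category of transcription and translation genes, whose largest rise the paper gives to BATF, it rose 3.21-fold here.

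Of the folds in the supplement, 140 of 151 higher and 50 of 56 lower with IgG, 18 of 19 with IL-12, and 215 of 241 higher and 194 of 215 lower with both could be matched by symbol. Within 5% of the value here were 139, 50, 16, 213 and 193 of these, with a median relative difference of 0.061%, 0.039%, 0.14%, 0.065% and 0.036%. The supplement's genes not called here are NHP2 with IgG (the paper's 2.11, here 1.94), TSPOAP1 with IgG (the paper's -2.00, here -2.00, short of 2 in the next digits), IGHG1 with IL-12 (the paper's 2.14, here 1.01) and COA1 with both (the paper's 2.46, here -1.07). Rows were matched by symbol only, so that for IGHG1 and COA1 the 2 values may belong to different probe sets. A probe set without a gene of its own was 2.16-fold higher with IL-12.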

Other observations

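Of the genes of ribosome biogenesis, 31 of 32 rose and 1 fell (31 and 1 when adjusted over the list alone, adjusted p = 0.031 with an estimated correlation) with IgG plus IL-12, led by NOP14 and BYSL, factors of small subunit assembly, with log2 fold changes of 1.42 (standard error 0.079, adjusted p = 2.3e-13) and 1.37 (standard error 0.087, adjusted p = 6.3e-13) over 8 donors. With IgG alone 29 of them rose and 1 fell (adjusted p = 0.024 with an estimated correlation), and with IL-12 alone 21 rose and 1 fell (adjusted p = 0.042 with an estimated correlation). With both stimuli, of the cytosolic ribosomal proteins, 2 of 30 rose and 7 fell (2 and 7 when adjusted over the list alone, adjusted p = 0.52 with an estimated correlation), and of the mitochondrial ones, 25 of 32 rose and 1 fell (25 and 1 when adjusted over the list alone, adjusted p = 0.065 with an estimated correlation). Of amino acid transporters and enzymes of serine and one-carbon metabolism, 13 of 19 rose and 1 fell (13 and 2 when adjusted over the list alone, adjusted p = 0.033 with an estimated correlation). The cationic transporter SLC7A1 had 1.87 (standard error 0.10) and asparagine synthetase, ASNS, 1.38 (standard error 0.089). Of the aminoacyl-tRNA synthetases, 14 of 16 rose and 1 fell (14 and 1 when adjusted over the list alone, adjusted p = 0.057 with an estimated correlation), and of purine and pyrimidine synthesis, 14 of 17 rose and 1 fell (14 and 1 when adjusted over the list alone, adjusted p = 0.057 with an estimated correlation).

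Most genes of protein folding and turnover also rose with both stimuli, where the calls of the lists rest on the preset correlation. Of cytosolic and mitochondrial chaperones, 18 of 19 rose and 0 fell (18 and 0 when adjusted over the list alone, adjusted p = 0.053 with an estimated correlation), with HSP90AB1 at 1.41 (standard error 0.12), and of proteasome subunits, 27 of 27 rose and 0 fell (27 and 0 when adjusted over the list alone, adjusted p = 0.057 with an estimated correlation). Of ER chaperones, 17 of 19 rose and 0 fell (17 and 0 when adjusted over the list alone, adjusted p = 0.065 with an estimated correlation) with both stimuli, and with IL-12 alone 14 of 19 rose and 0 fell (15 and 0 when adjusted over the list alone, adjusted p = 0.04 with an estimated correlation), with XBP1, a factor of secretory cells, at 0.85 (standard error 0.089). Cholesterol synthesis and LDL uptake also moved with IL-12 alone, where 7 of 18 rose and 1 fell (10 and 1 when adjusted over the list alone, adjusted p = 0.04 with an estimated correlation), with the synthase HMGCS1 at 0.67 (standard error 0.11). With both stimuli, of genes of oxidative phosphorylation, 24 of 34 rose and 2 fell (24 and 3 when adjusted over the list alone, adjusted p = 0.13 with an estimated correlation), of glycolysis, 13 of 23 rose and 5 fell (14 and 5 when adjusted over the list alone, adjusted p = 0.11 with an estimated correlation) and of MHC class I presentation, 5 of 13 rose and 0 fell (6 and 0 when adjusted over the list alone, adjusted p = 0.31 with an estimated correlation). Of lysosomal genes, 2 of 25 rose and 16 fell (3 and 16 when adjusted over the list alone, adjusted p = 0.11 with an estimated correlation), with NPC1, a cholesterol exporter of lysosomes, at -1.14 (standard error 0.066). Of MHC class II genes, 0 of 12 rose and 7 fell (0 and 7 when adjusted over the list alone, adjusted p = 0.14 with an estimated correlation). Of interferon-stimulated genes, 9 of 29 rose and 6 fell (10 and 6 when adjusted over the list alone, adjusted p = 0.75 with an estimated correlation). In the interaction, no member of any list passed limma's adjusted p, and the lists that passed camera at the preset correlation did not pass with an estimated one.

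No list of markers of other cell types passed with an estimated correlation with IgG plus IL-12. Of T cell markers, 0 of 10 rose and 3 fell (0 and 3 when adjusted over the list alone, adjusted p = 0.42 with an estimated correlation), of B cell markers, 0 of 10 rose and 3 fell (0 and 1 when adjusted over the list alone, adjusted p = 0.35 with an estimated correlation), of monocyte markers, 1 of 15 rose and 4 fell (1 and 4 when adjusted over the list alone, adjusted p = 0.46 with an estimated correlation), of platelet markers, 0 of 10 rose and 1 fell (0 and 0 when adjusted over the list alone, adjusted p = 0.65 with an estimated correlation) and of erythroid markers, 0 of 7 rose and 2 fell (0 and 2 when adjusted over the list alone, adjusted p = 0.64 with an estimated correlation). Of CD56bright NK cell markers, 2 of 11 rose and 5 fell (2 and 5 when adjusted over the list alone, adjusted p = 0.11 with an estimated correlation).

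Of the 12 dendritic cell markers, 5 rose with IgG, namely CD83, LAMP3, CCR7, CCL22 and FSCN1, with a median log2 fold change of 1.33 ± 0.71 (SD over the 5 genes). More dendritic cells in the IgG cultures would raise all abundant markers of that lineage. The 4 lineage markers did not rise, with a median of -0.012 (SD 0.12, from -0.14 to 0.13). Whether they were expressed above background in these cells was not examined. A marker near background would stay flat either way, so these 4 do not decide it. The sort for CD56dimCD16+ cells would have removed most such cells. The alternative, that activated NK cells express these genes themselves, is a hypothesis that the arrays do not test.

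Whether chance can give as many calls was tested by exchanging the 2 labels within donors, which keeps the pairs, over 100 splits with the real one included. Splits that exchange few donors leave most of the real contrast in place by construction. With the real split counted, a result as large occurred in 1 of the splits for IgG against medium (210 calls, 194 in the highest other). It occurred in 2 for IL-12 (20 and 20) and in 1 for IgG plus IL-12 (459 and 438). For both against IgG it occurred in 2 (26 and 26), and for both against IL-12 in 1 (194 and 181). Chance is thus an unlikely source of these counts, but 100 splits cannot exclude it. For the interaction, the labels with and without IL-12 were exchanged after the single effects had been taken out, and 2 of 100 splits reached the real 3 calls. The highest other split had 277, far more than the real one, and the cause was not tested. It exchanged 2 donors, of whom 1 is the donor with the low IL-12 response, and only 3 splits besides the real one had any call.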
